# METTL3 restricts RIPK1-dependent cell death via the ATF3-cFLIP axis in the intestinal epithelium

**DOI:** 10.1186/s13619-024-00197-8

**Published:** 2024-08-02

**Authors:** Meimei Huang, Xiaodan Wang, Mengxian Zhang, Yuan Liu, Ye-Guang Chen

**Keywords:** Apoptosis, Necroptosis, Intestinal homeostasis, *Mettl3*, m^6^A modification, RIPK1

## Abstract

Intestinal epithelial cells (IECs) are pivotal for maintaining intestinal homeostasis through self-renewal, proliferation, differentiation, and regulated cell death. While apoptosis and necroptosis are recognized as distinct pathways, their intricate interplay remains elusive. In this study, we report that *Mettl3*-mediated m^6^A modification maintains intestinal homeostasis by impeding epithelial cell death. *Mettl3* knockout induces both apoptosis and necroptosis in IECs. Targeting different modes of cell death with specific inhibitors unveils that RIPK1 kinase activity is critical for the cell death triggered by *Mettl3* knockout. Mechanistically, this occurs via the m^6^A-mediated transcriptional regulation of *Atf3*, a transcription factor that directly binds to *Cflar*, the gene encoding the anti-cell death protein cFLIP. cFLIP inhibits RIPK1 activity, thereby suppressing downstream apoptotic and necroptotic signaling. Together, these findings delineate the essential role of the METTL3-ATF3-cFLIP axis in homeostatic regulation of the intestinal epithelium by blocking RIPK1 activity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-024-00197-8.

## Background

The small intestine epithelium comprises a monolayer of cells organized into distinct structures known as crypts and villi. At the crypt, intestinal stem cells (ISCs) undergo rapid renewal and differentiation, replenishing the stem cell pool and giving rise to differentiated cells (Barker 2014). Homeostasis in the intestinal epithelium relies on continuous renewal and regulated cell death (Okumura and Takeda 2017; Wang et al. 2021). Aberrant increase in cell death is a major contributor to structural disruption in the epithelium, leading to pathological conditions such as inflammatory bowel diseases (IBD) and infectious colitis (Chan 2012; Wang et al. 2022).

It has been reported that intestinal epithelial cells can undergo different types of cell death, including anoikis, apoptosis, necroptosis, ferroptosis and pyroptosis (Patankar and Becker 2020; Subramanian et al. 2020). Receptor-interacting protein kinase (RIPK) 1 is a pivotal protein kinase that mediates both apoptosis and necroptosis (Christofferson et al. 2014; Xu et al. 2021). Upon activation, RIPK1 interacts with FADD, TRADD, and caspase 8 to form the complex II a, promoting RIPK1-dependent apoptosis (Micheau and Tschopp 2003). In the presence of caspase inhibitors, activated RIPK1 binds to RIPK3 to form the complex II b, leading to the activation of Mixed-lineage kinase domain-like protein (MLKL) and subsequent necroptosis (Yuan et al. 2019). In the small intestinal epithelium, inhibition of RIPK1 kinase activity suppresses intestinal epithelial cell death and prevents Paneth cell loss in the mice with combined RelA, c-Rel, and RelB deficiency in IECs or IEC-specific knockout (KO) of NEMO (Vlantis et al. 2016). Conversely, specific deficiency of *Ripk1* in IECs leads to extensive apoptosis and necroptosis through its scaffold function but not kinase function (Dannappel et al. 2014; Takahashi et al. 2014). Although post-translational modification regulation of RIPK1 has been elucidated in the small intestinal epithelium (Chan 2014), the role of mRNA modifications in intestinal cell death is poorly understood.

N6-adenomethylation (m^6^A) is the most prevalent post-transcriptional modification of eukaryotic RNAs, constituting 0.4%~0.6% of all adenosine nucleotides in mammalian RNAs (Frye et al. 2018). m^6^A methylation is facilitated by a multi-subunit m^6^A methyltransferase complex, composed of methyltransferase-like 3 (METTL3) and 14 (METTL14) (Liu et al. 2014). Removal of m^6^A methylation is orchestrated by RNA demethylases, including FTO (Fat mass and obesity-associated protein) and ALKBH5 (AlkB homolog 5) (Jia et al. 2011; Zheng et al. 2013). Various “reader” proteins mediate the execution of m^6^A functionality, such as RNA stability, splicing, nuclear export, or translation (Zaccara et al. 2019; Zhao et al. 2017). Emerging evidence underscores the indispensability of m^6^A modification in embryonic development, organ growth, and stem cell maintenance (Geula et al. 2015; Li et al. 2018; Liu et al. 2023). m^6^A function in intestine is also appreciated, including ISCs maintenance, epithelial homeostasis and regeneration (Du et al. 2022; Han et al. 2020; Liu et al. 2023; Zhang et al. 2022). However, the role of *Mettl3*-mediated m^6^A in regulating cell death of the small intestinal epithelium remains elusive.

Here, we report that *Mettl3*-mediated m^6^A modification is involved in both apoptosis and necroptosis in the small intestinal epithelium. Using mouse and organoid models, we demonstrate that the METTL3-ATF3-cFLIP-RIPK1 axis balances cell survival and death. Mechanistically, ATF3, acting downstream of *Mettl3*, stimulates the expression of the anti-cell death protein cFLIP, leading to inhibition of RIPK1 and thus cell survival.

## Results

### Mettl3 deletion induces death of intestinal epithelial cells

In our previous study, we unveiled that METTL3 plays a crucial role in maintaining ISCs in the intestinal epithelium. IEC-specific deletion of *Mettl3* compromises stemness without affecting proliferation (Liu et al. 2023). Among the *Mettl3*-mediated m^6^A modified mRNAs, four encoded transcriptional factors that regulated stemness gene expression in ISCs. Their ectopic expression restored stemness gene expression but could not rescue cell death (Liu et al. 2023). These findings suggest that, beyond its role in stemness regulation, *Mettl3*-mediated m^6^A methylation is also critical in cell death regulation. Indeed, gene ontology (GO) analysis revealed the genes involved in programmed cell death pathways were enriched among the up-regulated genes in *Mettl3*-KO IECs (Fig. S1A).

Various programmed cell death mechanisms have been identified in IECs. In addition to apoptosis, necroptosis, pyroptosis, and ferroptosis have been reported in the intestinal epithelium (Patankar and Becker 2020). We first examined the mode of cell death occurring in the *Mettl3*-KO intestinal epithelium. The hallmarks of apoptosis and necroptosis, cleaved caspase3 (c-caspase 3) and phosphorylated MLKL (p-MLKL), were observed in *Mettl3*-KO intestinal epithelium at day 4 and day 6 (Fig. S1B, C). Notably, both necroptotic and apoptotic cells were enriched in the crypt region, possibly due to the enriched expression pattern of METTL3 in the crypts (Liu et al. 2023). Based on the cell location and LYZ co-staining, a substantial number of necroptotic and apoptotic cells were found in both stem cells and transient amplifying (TA) cells but not Paneth cells (Fig. 1A, B and Fig. S1D, E). Consistently, the transcriptional levels of genes associated with necroptosis and apoptosis were upregulated (Fig. 1C, D), which is confirmed by qPCR analysis (Fig. 1E). Immunoblotting further validated the activation of apoptotic and necroptotic pathways (caspase3, RIP3 and MLKL activation) in crypts and organoids derived from *Mettl3*-KO mice (Fig. 1F and Fig. S1F). Transmission electron microscopy also revealed subcellular features of cell death, including apoptotic body, necrosis-like swelling mitochondria and a low electronic condensation of the cytoplasm in *Mettl3*-KO crypt cells (Fig. 1G). Additionally, apoptotic and necroptotic signals were detected in the same epithelial cell as shown by p-MLKL and c-caspase3 co-staining (Fig. 1H). Further examination of genes related to apoptosis and necroptosis, such as *Casp8* and *Ripk1* (Christofferson et al. 2014; Dannappel et al. 2014; Guo et al. 2016), revealed reduced m^6^A modification and elevated gene expression upon *Mettl3*-KO (Fig. S1G). Together, these observations indicate that *Mettl3* depletion triggered extensive apoptosis and necroptosis of intestinal epithelial cells.

**Fig. 1:**
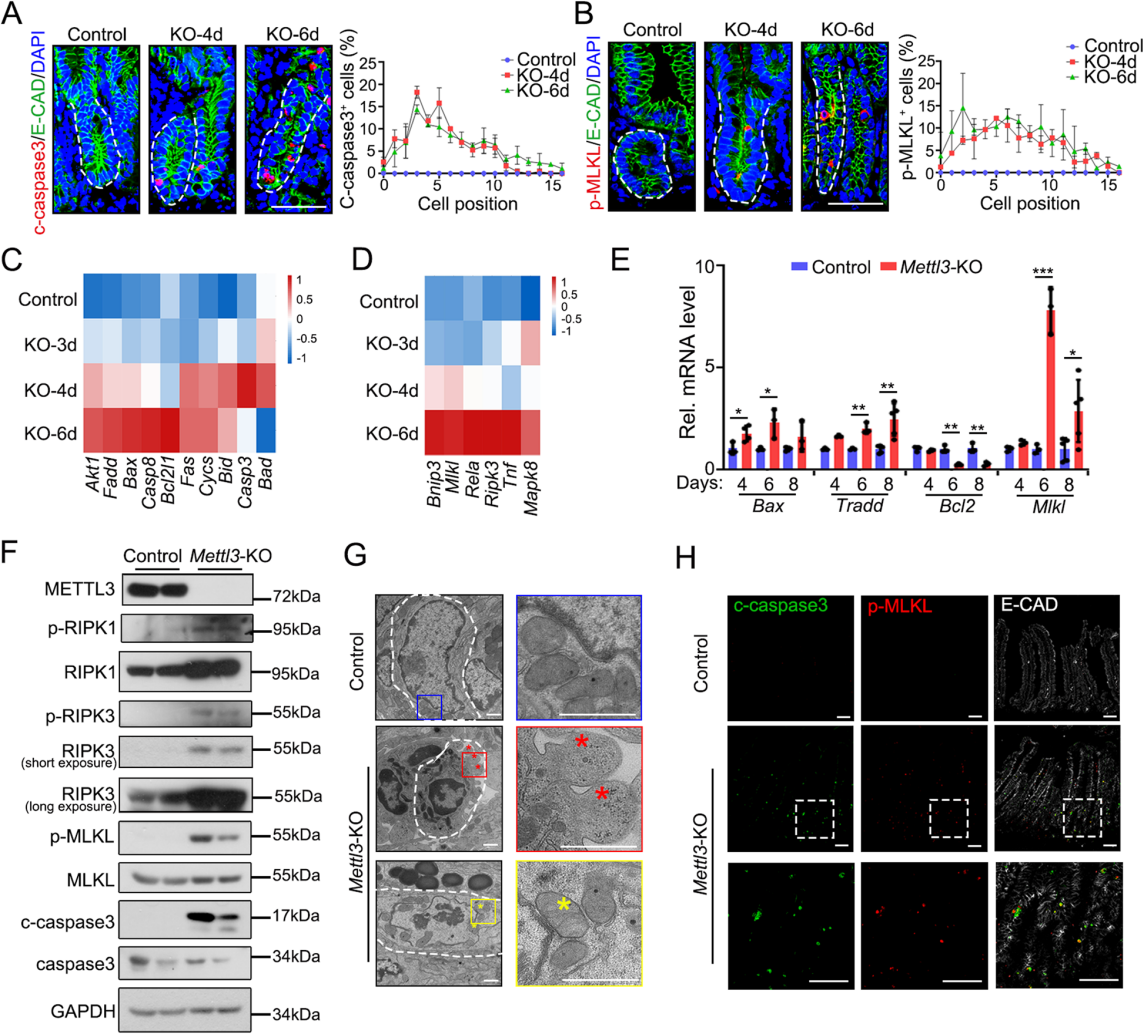
*Mettl3* deletion results in cell death in the intestinal epithelium. **A**, **B** Representative images (left) and quantification (right) of cleaved caspase3^+^ cell (**A**) and p-MLKL^+^ cell (**B**) position in jejunum crypts of control (*Mettl3*^*fl/fl*^) and *Mettl3*-KO (*Vil-CreERT2*;*Mettl3*^*fl/fl*^) mice at the indicated time after TAM injection. The cell boundary was defined by E-cadherin. *n* = 3 mice/group. **C**, **D** Expression heatmap of apoptosis (**C**) and necroptosis (**D**) -associated genes in Lgr5^+^ ISCs of control and *Mettl3*-KO mice at day 3, 4, 6 post tamoxifen (dpt), based on bulk RNA-seq. **E** qPCR shows the expression of apoptosis and necroptosis-associated genes in the organoids derived from *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice at the indicated time after treated with EtOH or 4-OHT for 2 days. Data were from three independent experiments. **F** Immunoblotting analyses of apoptosis and necroptosis-associated effector proteins in crypt epithelium isolated from control and *Mettl3*-KO mice at 6 dpt. GAPDH, loading control. Each lane represents one mice sample. *n* = 2 mice/group. **G** Representative electron microscopy images of cell death in jejunum crypts in *Mettl3*-KO mice at 4-dpt. Red asterisk marks apoptotic bodies of apoptotic cells. Yellow asterisk marks swelling mitochondrion, indicating necroptosis. *n* = 2 mice/group. **H** Immunofluorescence co-staining of cleaved caspase3 and p-MLKL in the jejunum of control and *Mettl3*-KO mice at 6dpt. *n* = 3 mice/group. All the data represent mean ± SD. The data were analyzed by Two-way ANOVA (**E**). *P < 0.05, **P < 0.01 and ***P < 0.001. Scale bars: 50 μm (**A**, **B**, **H**), 1 μm (**G**). Nuclei were counter-stained with DAPI

### Mettl3 deletion-induced cell death depends on RIPK1

To discern which cell death mode ultimately leads to death of *Mettl3*-KO epithelial cells, we tested the effect on organoids death of various cell death inhibitors, targeting apoptosis, necroptosis, and pyroptosis, respectively. The RIPK1 inhibitor necrostatin-1 (Nec-1) reduced cell death of *Mettl3*-KO organoids, although the pan-caspase inhibitor z-VAD-FMK (z-VAD), the RIPK3 inhibitor GSK'872, or the GSDMD inhibitors disulfiram and Ac-FLTD-CMK had no effect (Fig. 2A, B and Fig. S2A, B). Consistently, Nec-1 blocked *Mettl3* deletion-induced activation of caspase3, MLKL and RIPK1 (Fig. 2C and Fig. S2C) (Degterev et al. 2008), indicating Nec-1 might rescue cell death by impeding both necroptosis and apoptosis. Additionally, bulk RNA-seq analysis showed that Nec-1 treatment decreased the expression of cell death genes in *Mettl3*-KO organoids (Fig. S2D). 

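Organoids grown from the intestine of *Vil-CreERT2*;*Mettl3* fl/fl mice, in which 4-OHT activates a Cre recombinase that excises the floxed part of *Mettl3*, received EtOH or 500 nM 4-OHT for 2 days and DMSO or Nec-1 for 5 days. The Nec-1 concentration is 5 µM in the legend of Fig. 2 and 10 µM in the methods. The sequencing data comprise 7 libraries, with 2 each for EtOH DMSO, EtOH Nec-1 and 4-OHT DMSO and 1 for 4-OHT Nec-1. The authors deposited FPKM for 54838 mouse genes, so each value is already scaled for transcript length and for the number of mapped fragments. Fragment counts were not used here, and the depth behind single values is therefore unknown. FPKM summed to between 450207 and 498712 per library, and 11559 to 12038 genes per library reached 1 FPKM. Across genes, log2(FPKM + 1) correlated between replicates with Pearson's r of 0.993 for EtOH DMSO, 0.994 for EtOH Nec-1 and 0.986 for 4-OHT DMSO. Groups with 2 libraries were compared with limma on log2(FPKM + 1) over the 12702 genes at 1 FPKM or more in at least 2 libraries. The pseudocount makes log2 fold changes of genes near 1 FPKM smaller than the ratio of their values. Because 4-OHT Nec-1 has 1 library, its comparison has no replicate check, and its values are given as differences from the mean of the 4-OHT DMSO libraries, without a p-value. *Mettl3* (ENSMUSG00000022160) was not lower in the libraries labelled 4-OHT. Its FPKM was 2.70 and 2.71 in EtOH DMSO, 2.41 and 2.47 in EtOH Nec-1, 3.72 and 4.14 in 4-OHT DMSO and 3.36 in 4-OHT Nec-1. Between 4-OHT DMSO and EtOH DMSO its log2 fold change was 0.41 (standard error 0.10, limma adjusted p = 0.0231 with Benjamini-Hochberg adjustment), and with each library centred on its median it was 0.25 (limma adjusted p = 0.0796). The values cover the whole gene and give no exon, so the excision itself cannot be read from them. Every direction between EtOH and 4-OHT organoids therefore rests on the labels of the libraries.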

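Each of the 4 genes marked in Fig. S2D was lower in the library labelled 4-OHT Nec-1 than in both libraries labelled 4-OHT DMSO. *Isg15* (ENSMUSG00000035692) was at 331 and 469 FPKM in the libraries labelled 4-OHT DMSO and at 27.3 with Nec-1, a log2 fold change of -3.80 that was -3.55 and -4.05 against each DMSO library. For *Ifitm3* (ENSMUSG00000025492), 254 and 333 FPKM in 4-OHT DMSO compared with 13.1 with Nec-1, a log2 fold change of -4.37. *Zbp1* (ENSMUSG00000027514) was at 8.09 and 10.1 FPKM without Nec-1 and at 0.891 with it, which gave -2.41. *Tnfsf10* (ENSMUSG00000039304) went from 3.90 and 4.15 FPKM to 0.570, which gave -1.68. For each of the 4 genes, the change was several times the gap between the DMSO libraries. In the libraries labelled EtOH DMSO, *Isg15* was at 1.15 and 0.578 FPKM, *Ifitm3* at 11.3 and 12.9, and *Zbp1* at 0.0285 and 0.0689. Between 4-OHT DMSO and EtOH DMSO, limma with Benjamini-Hochberg adjustment gave *Isg15* a log2 fold change of 7.75 (standard error 0.28, adjusted p = 0.000256). By the same limma test, *Ifitm3* rose by 4.48 (standard error 0.15, adjusted p = 0.000256) and *Zbp1* by 3.26 (standard error 0.14, adjusted p = 0.000306). *Tnfsf10* differed from the other marked genes, since its highest values, 5.38 and 6.43 FPKM, were in EtOH DMSO (limma log2 fold change -0.46, adjusted p = 0.0250). In EtOH organoids *Tnfsf10* also fell with Nec-1, to 3.76 and 3.79 FPKM (limma log2 fold change -0.53, standard error 0.11). Adjusted over all genes none of the 4 passed the threshold there (limma adjusted p between 0.201 and 0.965), and adjusted over these 4 alone 1 was lower.

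The genes of the paper's cell death panels moved less than the marked genes. The 10 apoptosis genes of Fig. 1C had a median log2 fold change of -0.19 with Nec-1 in organoids labelled 4-OHT, from -0.42 for *Bcl2l1* to 0.087 for *Fas*, and 8 of them lay below each DMSO library, as 50.6% of all 12036 genes with a mean of at least 1 FPKM did. Their median lay at percentile 15.4 of 10000 random lists of the same size matched on mean expression. With each library centred on its median, a setting chosen after the data were seen, the median of these 10 genes was -0.077. Then 5 of them lay below each DMSO library and 1 above, and 32.6% of all genes lay below. The 6 necroptosis genes of Fig. 1D had a median of -0.23 (percentile 12.6). Within that panel *Mlkl* went from 13.1 and 17.9 to 7.85 FPKM and *Tnf* from 13.6 and 13.9 to 7.06, while *Bnip3* rose from 51.5 and 56.0 to 72.2. *Ripk1* was at 8.32 and 8.26 FPKM without Nec-1 and at 7.84 with it, and *Casp8* at 46.8 and 54.2 compared with 43.4. In the panels of Fig. 1E, Fig. S3A and Fig. S4C the medians were -0.26, -0.26 and -0.15, at percentiles 14.9, 9.64 and 28.2. Without the first 4-OHT DMSO library, the 5 genes of Fig. S3A at this level fell to a median of -0.42 (percentile 1.78), and without the second to -0.11. The 3 genes of Fig. 1E had the same medians in these settings, and Fig. S4C went to -0.084 without the second library.

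**Figure D1:**
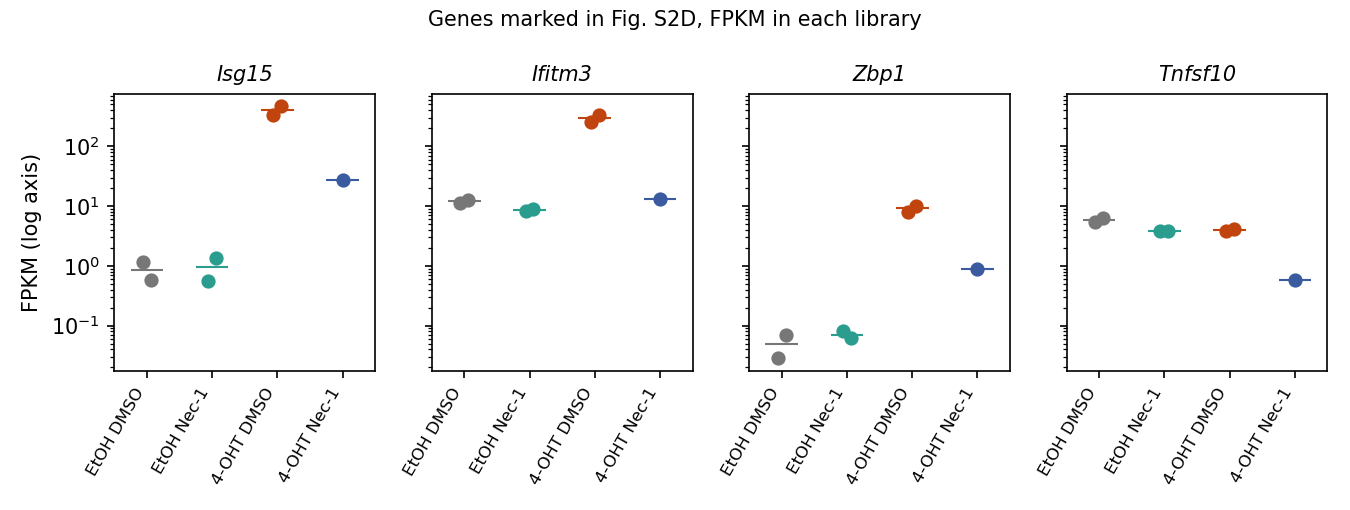
FPKM on a log axis of the 4 genes marked in Fig. S2D, in each library by its label. Points are libraries and short lines are group means (2 libraries each, 1 for 4-OHT Nec-1). *Isg15*, *Ifitm3* and *Zbp1* were highest in 4-OHT DMSO, and *Tnfsf10* in EtOH DMSO.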

Besides, Nec-1 restrained signaling pathways associated with cell death and inflammation in *Mettl3*-KO organoids, such as TNF production, NF-κB activity and the apoptotic process (Fig. 2D). These data together suggest that *Mettl3* could regulate apoptotic and necroptotic signaling via a RIPK1-dependent mechanism.

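No annotation of Gene Ontology terms was used here, so gene lists written down in advance stand in for the terms of Fig. 2D. For each list, the median log2 fold change between the library labelled 4-OHT Nec-1 and the mean of the libraries labelled 4-OHT DMSO was placed among 10000 random lists of the same size matched on mean expression, as a description of these 3 libraries. The median of all 12036 genes was -0.089. Apart from the 4 marked genes of Fig. S2D, which had a median of -3.11, the list of interferon-stimulated genes fell furthest, with a median of -1.80 over 57 members. Of these, 55 lay below each DMSO library and 41 by at least 1 log2 unit, and no random list was as low. Only *Irf9* lay above each DMSO library. The list holds 3 of the genes marked in Fig. S2D, which the study chose from these libraries. A list of 20 NF-κB and TNF response genes had a median of -0.24 (percentile 1.17), with 17 members below each DMSO library and none by 1 log2 unit. Without the first 4-OHT DMSO library its percentile was 2.63. For the Reactome set Apoptosis, 124 genes had a median of -0.19 (percentile 0.02), which was -0.10 relative to all genes, and 94 of them lay below each DMSO library. The Reactome set Programmed Cell Death, nearly the same genes, also had a median of -0.19 over 127 members (percentile 0.03). The Reactome set TNF signaling had a median of -0.096 over 9 members (percentile 52.2). The set RIPK1-mediated regulated necrosis was at -0.11 over 16 members (percentile 39.6), and Death Receptor Signalling was at -0.084 over 12 (percentile 56.3). The 16 genes of TRAF6 mediated NF-κB activation had a median of -0.24 (percentile 2.59), and -0.21 (percentile 9.52) without the 3 genes that are also in the interferon list. For all 16 genes the percentile was 4.96 without the first 4-OHT DMSO library and 15.1 without the second. Centring each library on its median, a setting chosen after the data were seen, shifted every log2 fold change with Nec-1 in 4-OHT organoids upward by the same amount. The interferon median was then -1.69, that of the NF-κB and TNF list -0.13 and that of the Reactome set Apoptosis -0.073. Of the 124 genes of the Reactome set Apoptosis, 65 then lay below each DMSO library, as 32.6% of all genes did. Under that centring the TNF signaling, RIPK1-mediated regulated necrosis and Death Receptor Signalling medians changed sign, to 0.018, 0.0078 and 0.030. The median of all genes changed sign as well, to 0.025, so these sets did not move relative to all genes.

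**Figure D2:**
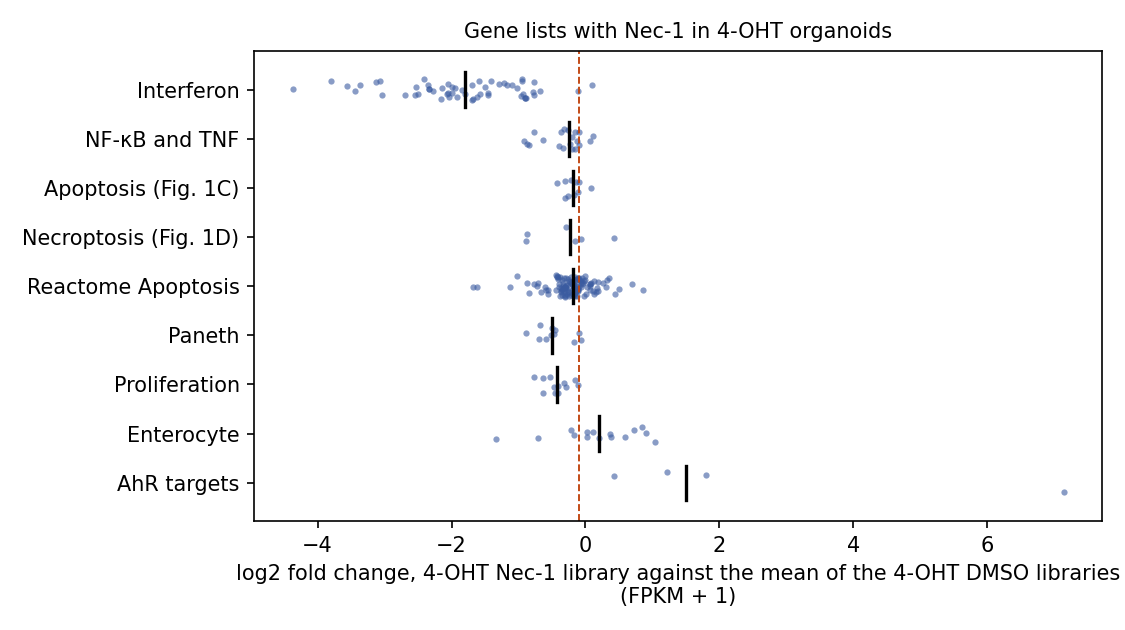
Log2 fold change (FPKM + 1) of each gene between the library labelled 4-OHT Nec-1 and the mean of the libraries labelled 4-OHT DMSO, by list. Points are genes, black lines list medians and the dashed line the median of all genes (-0.089). The interferon list has its median at -1.80, the Reactome set Apoptosis at -0.19 and the AhR targets at 1.50.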

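Between the libraries labelled 4-OHT DMSO and EtOH DMSO, 5237 of 12702 genes had a limma adjusted p (Benjamini-Hochberg) under 0.05, 3117 of them higher and 2120 lower in 4-OHT DMSO. Centring each library on its median moved the median log2 fold change of all genes from 0.077 to -0.080 and the split to 2213 higher and 3187 lower, so the direction of small changes depends on the scaling. An added fold threshold moved the count most, to 1319 genes, and the paper's criterion gave 1364. The interferon list rose by a median of 2.63, with 55 of 56 members higher and 1 lower past the threshold among all genes, and the same counts adjusted over the list alone (camera of limma, adjusted p = 1.08e-22). The NF-κB and TNF list rose by 0.41 (camera, adjusted p = 0.00350) and the Reactome set Apoptosis by 0.22 (camera, adjusted p = 0.0313). For the apoptosis genes of Fig. 1C the median was 0.32 (camera, adjusted p = 0.0561) and for the necroptosis genes of Fig. 1D it was 0.87 (camera, adjusted p = 0.0700). With median centring the medians of these 5 lists were 2.47, 0.25, 0.066, 0.16 and 0.72 in the same order. Camera compares the members of a list with the other genes, whereas fry asks whether the members changed at all. Under fry 28 of the 30 lists passed the threshold, and these 5 lists were among them. With 5237 of 12702 genes past the threshold, passing fry says little about a single list. In 4-OHT DMSO, *Ripk1* was higher by 1.04 (standard error 0.10) in every pairing of libraries and *Casp8* changed by 0.020 (standard error 0.094), with limma adjusted p of 0.00155 and 0.884. Of the 854 genes at least 1 log2 unit higher in 4-OHT DMSO (limma adjusted p under 0.05), 81.5% lay below both DMSO libraries in the library labelled 4-OHT Nec-1. Because both comparisons use the same DMSO libraries, simulated libraries in which Nec-1 does nothing gave a mean of 39.2% and at most 43% in 100 draws. The simulation gave every group the same spread and had no shift of whole libraries. In the data 50.6% of all 12036 genes lay below both DMSO libraries, and a shift of this kind can raise the share. Of the 465 genes at least 1 log2 unit lower in 4-OHT DMSO, 72.9% lay above both DMSO libraries with Nec-1 (simulated mean 40.6%, at most 45.2%). With median centring, chosen here after the data were seen, there were 605 higher and 729 lower genes, and the shares were 76.0% and 81.3%. In that setting 32.6% of all genes lay below both DMSO libraries. Genes of the interferon list kept a median of 0.93 above EtOH DMSO with Nec-1, compared with 2.61 without it. The organoids had no group without Cre that received 4-OHT, so 4-OHT and the deletion are not separated here. From the reduced staining for dead cells and the RNA-seq comparison with Nec-1, among other data, the paper proposes that *Mettl3* could regulate apoptotic and necroptotic signaling through RIPK1.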

**Fig. 2:**
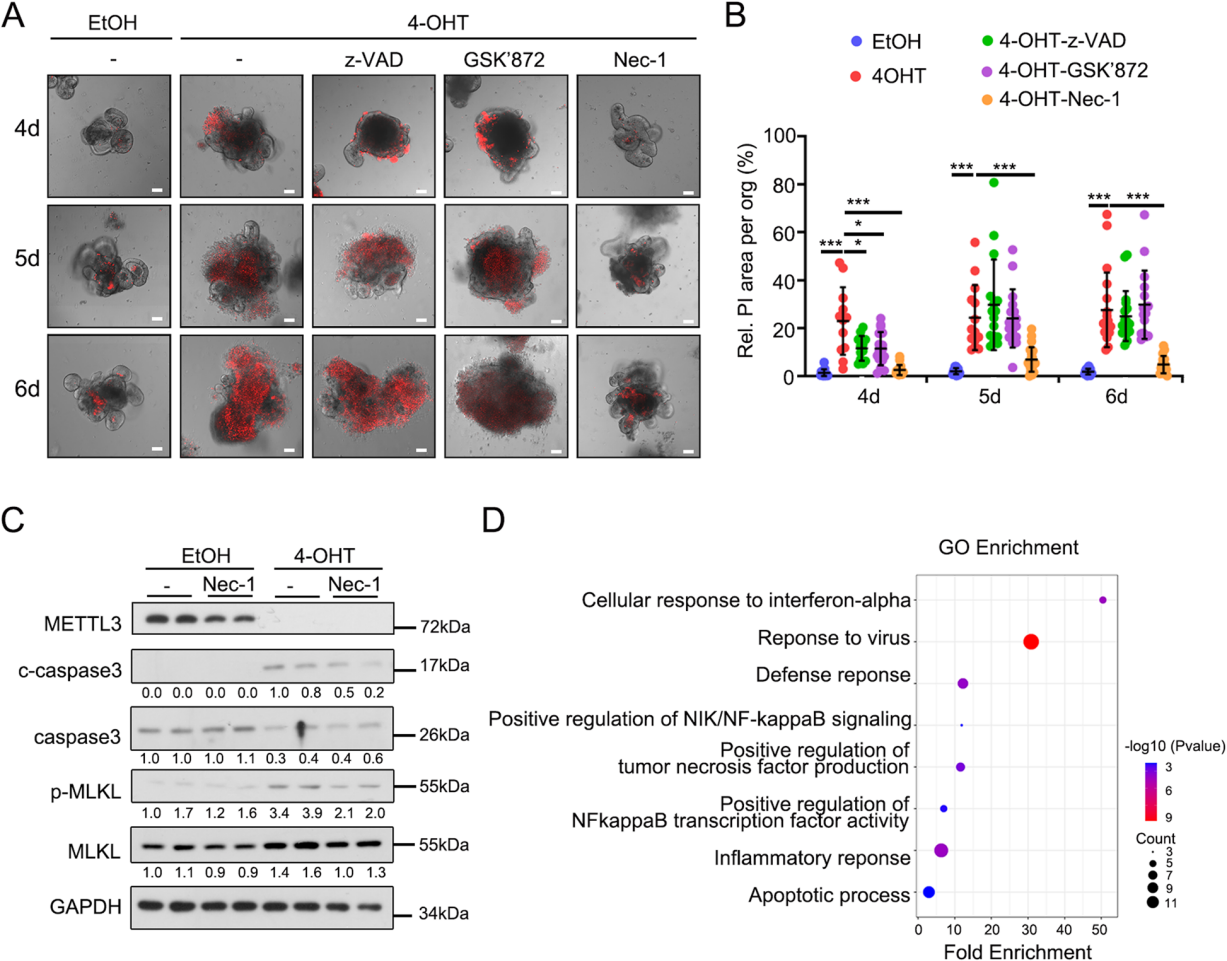
RIPK1 is required for *Mettl3* deficiency-induced cell death. **A**, **B** PI-staining was performed in the organoids derived from *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice and treated with EtOH or 4-OHT for 2 days in the presence of DMSO, Nec-1 (5µM), GSK872 (10µM) or z-VAD (10µM) for 4, 5, 6 days, as indicated by representative images (**A**) and statistical analysis (**B**) of the relative PI area per organoid (*n* ≥ 10 organoids). Data were from three independent experiments. **C** Immunoblotting and quantitative analyses of cell death-associated proteins in *Vil-CreERT2*;*Mettl3*^*fl/fl*^ derived organoids treated with EtOH or 4-OHT for 2 days in the presence of DMSO or Nec-1 for 5 days. GAPDH, loading control. **D** Functional enrichment analysis of downregulated genes (Nec-1/DMSO in 4-OHT group) in *Vil-CreERT2*;*Mettl3*^*fl/fl*^ organoids treated with 4-OHT for 2 days in the presence of DMSO or Nec-1 for 5 days. All the data represent mean ± SD. The data were analyzed by Two-way ANOVA (B). *P < 0.05, **P < 0.01 and ***P < 0.001. Scale bars: 50 μm (**A**)

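Fig. 2D starts from the genes lower with Nec-1 in 4-OHT organoids. In the library labelled 4-OHT Nec-1, 146 of 12036 genes lay at least 1 log2 unit below each library labelled 4-OHT DMSO and 92 lay at least 1 above. Simulated libraries of 12702 genes without an effect of Nec-1 gave on average 26 lower genes (at most 37 in 100 draws) and 26.2 higher genes (at most 39). These counts include no shift of whole libraries and the same spread in every group, so they may be too low. Of the 146 lower genes, 41 belong to the interferon list. Leaving out the first 4-OHT DMSO library, which removes the demand that a gene pass against both, moved the counts most, to 526 lower and 246 higher. Without the second they were 241 and 180. Median centring, chosen after the data were seen, gave 116 lower and 120 higher genes, so the excess of lower genes depends on the scaling. With the paper's thresholds on the limma contrast, whose spread comes from the 3 groups with 2 libraries, 190 genes were lower and 121 higher.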

### Mettl3 regulates ATF3 mRNA stability

Given that METTL3 regulates apoptosis and necroptosis mainly through a RIPK1-dependent manner in IECs, we explored the mechanism how METTL3 regulates RIPK1-dependent cell death. To search for candidates regulated by *Mettl3*-mediated m^6^A modification, we integrated the RNA-seq, MeRIP-seq and single-cell RNA-seq (scRNA-seq) data for comprehensive analysis. As transcription regulation is mainly involved in altered m^6^A-methylated transcripts (Liu et al. 2023), we predicted upstream transcriptional factors by analyzing the differentially expressed genes associated with cell death using the chEA3 online tool (Fig. S3A). By combining the MeRIP-seq data, RNA-seq data and qPCR confirmation, we found that 4 TFs, *Atf3*, *Csrnp1*, *Fosb* (Liu et al. 2023) and *c-Jun*, exhibited reduced m^6^A methylation and low mRNA expression in *Mettl3* KO cells (Fig. 3A-C and Fig. S3B). *Csrnp1* transcript exhibited low expression in the intestinal epithelium (Fig. S3C), and *Fosb* mainly regulated stemness but not cell death (Liu et al. 2023).

**Fig. 3:**
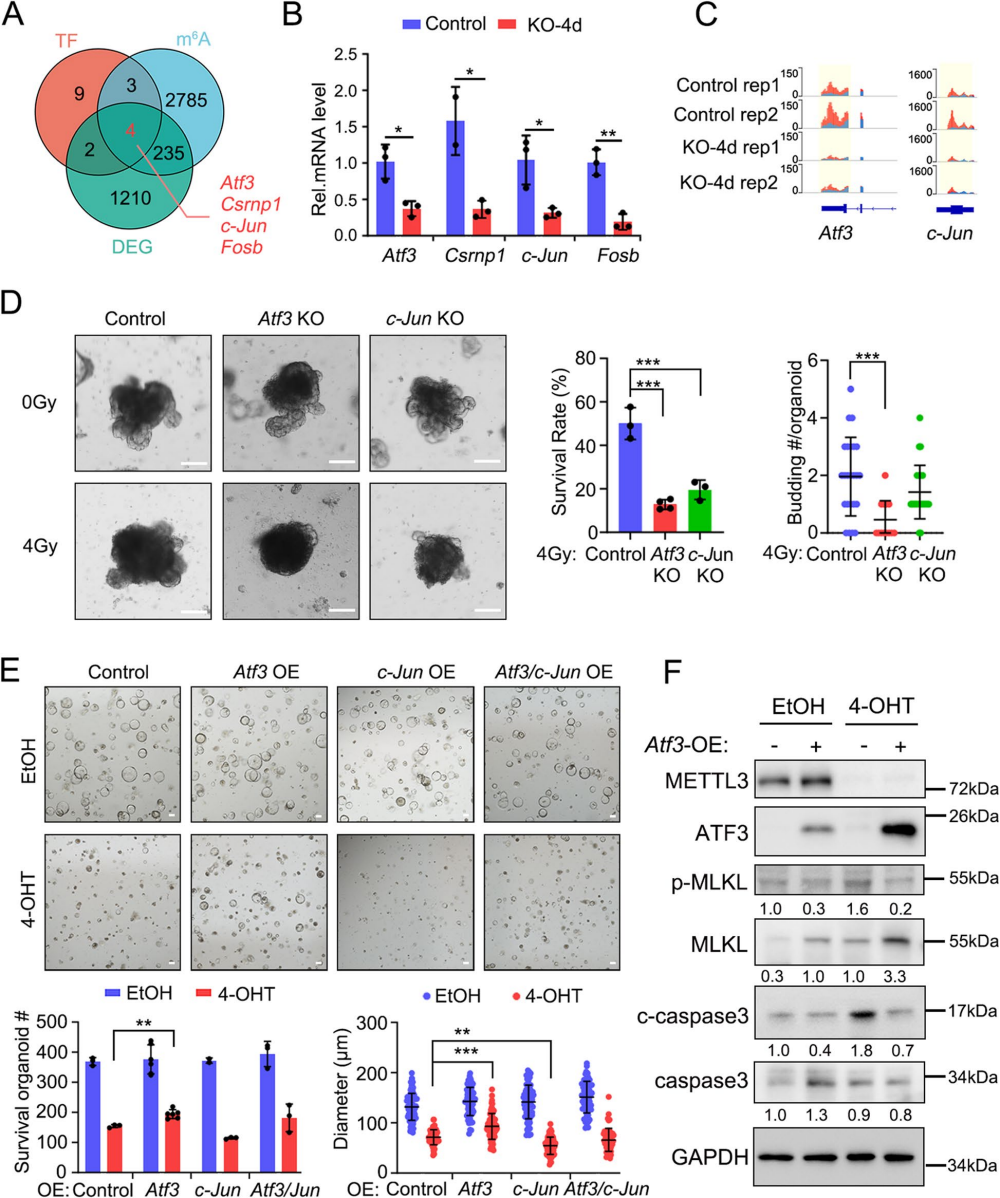
ATF3 regulates cell death in the intestinal epithelium. **A** Venn diagram depicting the overlap of predicted transcription factors that regulate cell death-related genes, genes exhibiting altered m^6^A modification, and differentially expressed genes in *Mettl3*-KO mice. **B** Expression of *Atf3*, *Csrnp1*, *Fosb* and *c-Jun* in FACS-sorted Lgr5^high^ cells from control and *Mettl3*-Lgr5-KO mice at 4 dpt, revealed by q-PCR. *n* = 3 mice per group, each dot represents one mouse. **C** Integrative Genomics Viewer (IGV) tracks displaying MeRIP-seq reads along the *Atf3* and *c-Jun* genes in Lgr5^high^ ISCs of control and *Mettl3*-KO mice. Blue reads were from input libraries and red reads from anti-m^6^A immunoprecipitation libraries. The Y axis represents the CPM (count per million) of genes. The yellow boxes of the tracks depict the positions of m^6^A peaks. **D** Representative morphology (left), survival rate and budding number (right) of organoids, which were derived from *Vil-CreERT2*;*Rosa26*^*loxp−stop−loxp−Cas9−EGFP*^ mice at 6 days post 0~4 Gy irradiation, and then infected with AAV to deplete *Atf3* or *c-Jun*. Data were from one of three independent experiments. **E** Representative morphology (upper), survival number and diameter (bottom) of organoids, which were derived from sorted RFP^+^ infected cells from *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice, and were infected with retrovirus expressing *Atf3*, *c-Jun*, or both *Atf3* and *c-Jun.* The cells were treated with EtOH or 4-OHT for 2 days and subjected for analysis at day 4. About 10,000 cells were seeded in each well for single cell culture. Data were from three independent experiments. **F** Immunoblotting and quantitative analyses of cell death-associated proteins in organoids derived from *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice, The organoids were treated with EtOH or 4-OHT for 2 days and then infected with control or *Atf3*-expressed lentivirus. GAPDH, loading control. All the data represent mean ± SD. The data were analyzed by One-way ANOVA (**D**) and Two-way ANOVA (**B**, **E**). *P < 0.05, **P < 0.01 and ***P < 0.001. Scale bars: 100 μm (**D**, **E**)

Therefore, we focused on *Atf3* and *c-Jun*, and conducted knockout or overexpression assay to explore their function in organoids (Fig. S3D-F). Organoids subjected to in vitro irradiation conditions undergo organoid damage and cell apoptosis (Kim et al. 2022; Morral et al. 2024). Although *Atf3*-KO and *c-Jun*-KO organoids displayed normal morphology, upon irradiation, the survival rate and budding number of these organoids decreased, suggesting that *Atf3* and *c-Jun* play a role in suppressing cell death (Fig. 3D). Conversely, *Atf3-*overexpression partially restored the survival rate and spheroid size in *Mettl3*-KO organoids (Fig. 3E). Moreover, *Atf3*-overexpressing organoids showed reduced levels of cleaved-caspase3, p-MLKL, p-RIPK1 and p-RIPK3 compared to *Mettl3*-KO organoids (Fig. 3F and Fig. S3G), indicating that *Atf3* could inhibit RIPK1-dependent apoptosis and necroptosis. Meanwhile, the total protein level of RIPK3 and MLKL were slightly upregulated upon ATF3 overexpressed, consistent with previous study that ATF3 could regulate the expression of *Ripk3* and *Mlkl* (Inaba et al. 2023). In contrast, the organoids that overexpressed *c-Jun* exhibited the opposite effect (Fig. 3E). This may attribute to the dual function of *c-Jun* in both cell survival and cell death (Eferl and Wagner 2003).

### ATF3 upregulates cFLIP to suppress cell death

To further investigate the mechanism by which ATF3 regulates RIPK1-dependent cell death signaling in the intestinal epithelium, we performed ChIP-seq to identify ATF3 downstream targets. ATF3 binding was enriched in the DNA motif GG/AGGCGGG/A (Fig. S4A), and its target genes were implicated in the processes of apoptotic process and DNA damage (Fig. 4A). As ATF3 weakly bound to the *Ripk1* gene loci (Fig. S4B), by combining *Atf3* targets and *Mettl3*-KO-induced differentially expressed cell death genes, we identified *Cflar* (Fig. S4C), which encoded cFLIP (Cellular FLICE-like inhibitory protein), a suppressor of RIPK1-mediated cell death complex (Davidovich et al. 2023; Delanghe et al. 2020; Silke and Strasser 2013). Indeed, ATF3 bound to the *Cflar* gene, and the loci were correlated with the accessible chromatin, as indicated by assay for transposase-accessible chromatin with sequencing (ATAC-seq) analysis (Fig. 4B, C). The expression of *Cflar* was upregulated in *Atf3*-OE organoids and downregulated in *Mettl3*-KO ISCs and crypt cells (Fig. 4D and Fig. S4D, E), implying the *Cflar* was positively regulated by ATF3. More importantly, compared to wild-type organoids, *Cflar*-KO organoids exhibited a lower survival rate, fewer budding number and elevated c-caspase3 (Fig. 4E and Fig. S4F). Furthermore, *Cflar*-overexpression partially rescued the survival rate and spheroid size of *Mettl3*-KO organoids (Fig. 4F). Co-immunoprecipitation assay revealed cFLIP interacted with RIPK1 (Fig. 4G). Together, these data indicate that cFLIP, as a target of ATF3, interacts with RIPK1 and participates in *Mettl3* KO-induced cell death in the intestinal epithelium.

**Fig. 4:**
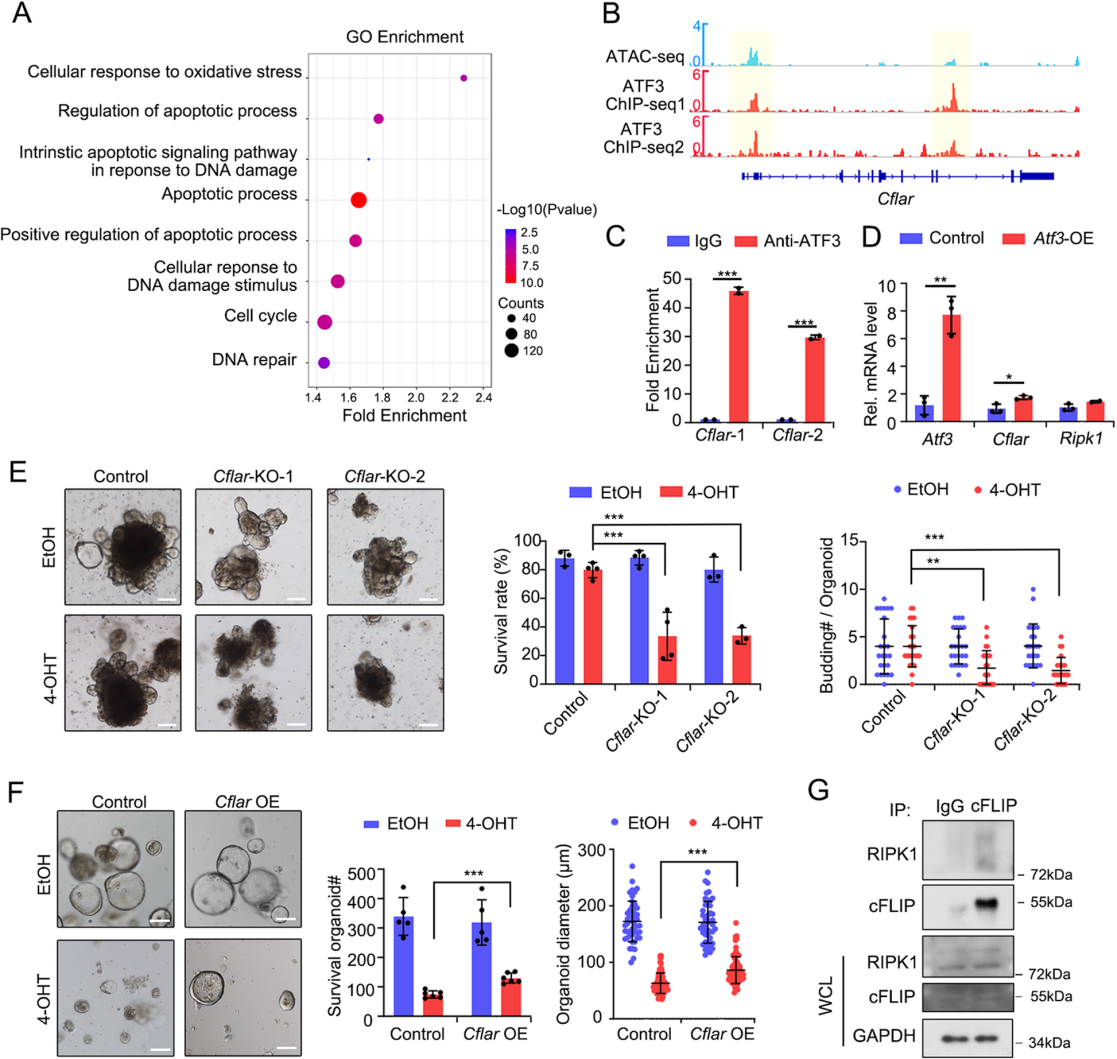
ATF3 regulates cell death in *Mettl3*-KO organoids via cFLIP. **A** GO functional enrichment analysis of ATF3 target genes. **B** ChIP-seq and ATAC-seq tracks of ATF3 binding to *Cflar* gene loci. **C** ChIP-qPCR analysis of ATF3 binding at regions near *Cflar* gene promoters in intestinal organoids. Fold change is shown relative to normal-IgG control. Data were from two independent experiments. **D** Expression of *Atf3*, *Cflar* and *Ripk1* in organoids derived from WT mice infected with control lentivirus (control) or Atf3-expressed lentivirus (*Atf3*-OE). Data were from three independent experiments. **E** Representative images of morphology (left), survival rate and budding number (right) of organoids derived from *Vil-CreERT2*;*Rosa26*^*loxp−stop−loxp−Cas9−EGFP*^ mice at 4 days, which were treated with EtOH or 4-OHT for 2 days and then infected with lentivirus to knock out *Cflar*. Data were from one of three independent experiments. **F** Representative morphology (left), survival number and diameter (right) of intestinal organoids derived from RFP^+^ infected cells sorted from *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice, which were infected with retrovirus expressing *Cflar.* The cells were treated with EtOH or 4-OHT for 2 days and subjected for analysis at day 4. About 10,000 cells were seeded in each well for single cell culture. Data were from one of three independent experiments. **G** Immunoblotting analyses of co-immunoprecipitation with IgG or cFLIP antibodies in organoids derived from the crypts of *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice, which were infected with cFLIP-expressing lentivirus. GAPDH, loading control. Data were from one of three independent experiments. All the data represent mean ± SD. The data were analyzed by Two-way ANOVA (**C**, **D**, **E**, **F**). *P < 0.05, **P < 0.01 and ***P < 0.001. Scale bars: 100 μm (**E**, **F**)

### Disruption of RIPK1 activity rescues *Mettl3 *KO-induced cell death

To illustrate the function of *Ripk1* in *Mettl3*-KO mice, we knocked down *Ripk1* in organoids derived from *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice. Since *Ripk1* knockdown partially rescued cell survival and increased budding number in *Mettl3*-KO organoids (Fig. S5A), we assessed whether genetic inactivation of RIPK1 prevents intestinal epithelial cell death in *Mettl3*-deficient mice. We crossed *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice with *Ripk1*^*K45A*^-knockin mice, which harbor a RIPK1 kinase-dead K45A mutation (Fig. S5B) (Liu et al. 2017). Genetic inactivation of RIPK1 delayed the death time from 7~11 days to 10~13 days (Fig. 5A). Additionally, the crypt elongation and the epithelial structure were partially restored (Fig. 5B and Fig S5C). Moreover, *Mettl3*-KO mice harboring RIPK1(K45A) exhibited less c-caspase 3 and p-MLKL cells compared to *Mettl3*-KO mice (Fig. 5C, D and Fig. S5D, E). Therefore, these findings suggest that RIPK1 plays a critical role in *Mettl3* KO-induced intestinal epithelial cell death.

**Fig. 5:**
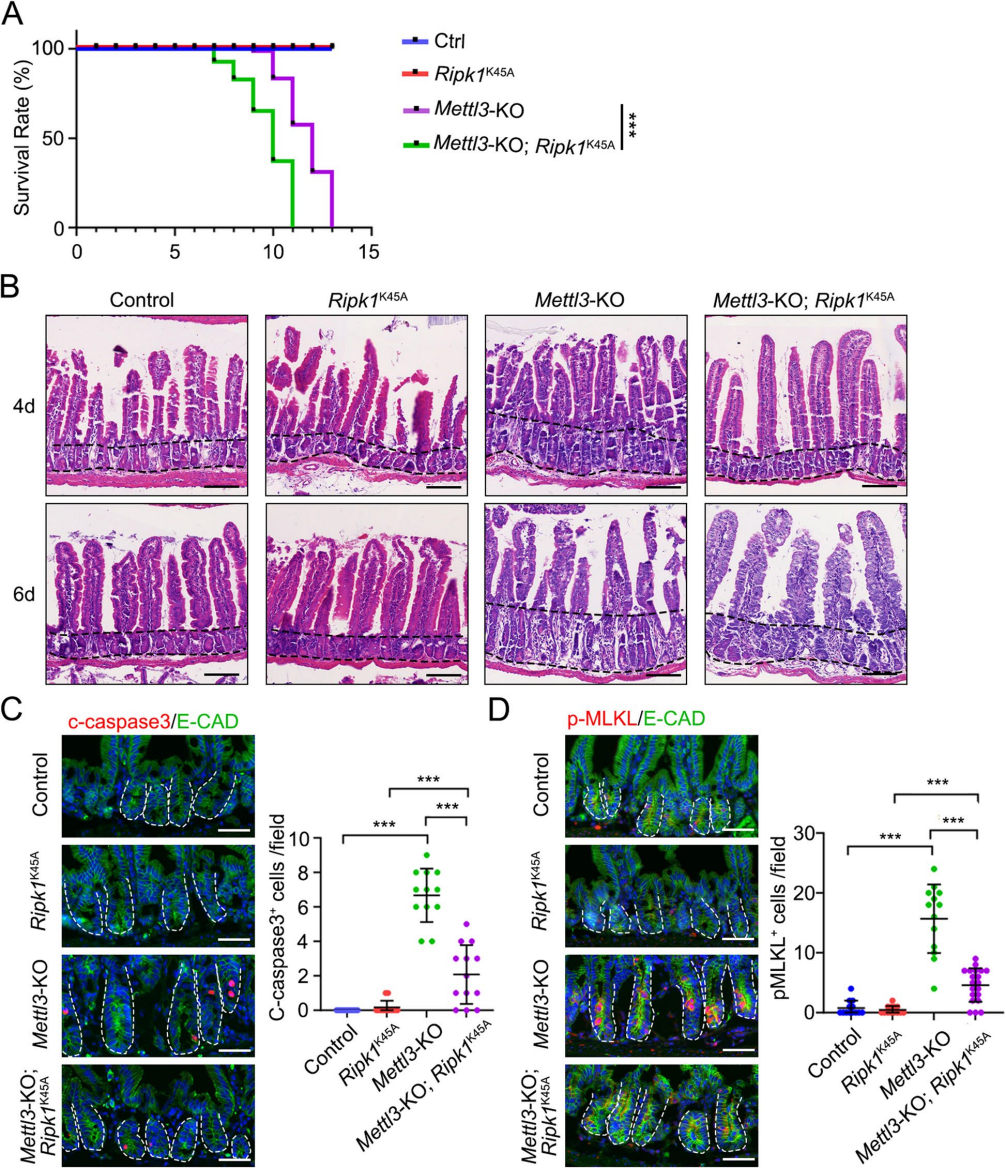
Genetic inactivation of RIPK1 attenuates apoptosis and necroptosis in *Mettl3* deficiency mice. **A** Survival plot for control (*Mettl3*^*fl/fl*^), *Ripk1*^*K45A*^, *Mettl3*-KO (*Vil-CreERT2*;*Mettl3*^*fl/fl*^) and *Mettl3*-KO;*Ripk1*^*K45A*^ (*Vil-CreERT2*;*Mettl3*^*fl/fl*^;*Ripk1*^*K45A*^) mice of 8~10 weeks old after injected with 20 mg/mL TAM for 4 days. (*n* ≥ 11 mice/group). **B** Representative H&E images of the jejunum from control, *Ripk1*^*K45A*^, *Mettl3*-KO and *Mettl3*-KO;*Ripk1*^*K45A*^ mice at the indicated time after TAM injection. *n* = 3 mice/group. The black dotted line represents crypt length. **C**, **D** Representative images and quantification of c-caspase 3^+^ cells (**C**) and p-MLKL^+^ cells (**D**) in jejunum crypts of control (*Mettl3*^*fl/fl*^), *Ripk1*^*K45A*^, *Mettl3*-KO (*Vil-CreERT2*;*Mettl3*^*fl/fl*^) and *Mettl3*-KO;*Ripk1*^*K45A*^ (*Vil-CreERT2*;*Mettl3*^*fl/fl*^;*Ripk1*^*K45A*^) mice at 4 dpt. *n* = 3 mice/group. All the data represent mean ± SD. The data were analyzed by Log-rank test (**A**) and One-way ANOVA (**C**, **D**). *P < 0.05, **P < 0.01 and ***P < 0.001. Scale bars: 100 μm (**B**), 50 μm (**C**, **D**). Nuclei were counter-stained with DAPI

## Discussion

It has been reported that m^6^A modification plays an important role in regulation of stemness of ISCs and regeneration of the intestinal epithelium (Han et al. 2020; Liu et al. 2023). In this study, we found that METTL3-mediated m^6^A modification is crucial for regulating cell death of the small intestinal epithelial cells, thereby ensuring the maintenance of intestinal epithelial homeostasis (Fig. 6), which is in accordance with the role of m^6^A modification in preserving colon epithelial cell survival by targeting apoptosis (Du et al. 2022; Zhang et al. 2022). Interestingly, we observed that *Mettl3*-deficiency could induce both apoptosis and necroptosis in small intestinal epithelial cells. Moreover, we found that both apoptosis and necroptosis markers were in a minimal fraction of the same intestinal epithelial cells, indicating that these cells may even undergo concurrent apoptosis and necroptosis. It is worthy of further investigation as to how apoptosis and necroptosis take place in single cell. Inhibition of RIPK1 could prevent *Mettl3*-KO-induced cell death, whereas the pan-caspase inhibitor or RIPK3 inhibitor did not, demonstrating the essential role of RIPK1 in *Mettl3*-KO induced cell death. That is consistent with the previous report that RIPK1 could mediate apoptosis and necroptosis via TNFR1 signaling cascades (Xu et al. 2021).

**Fig. 6:**
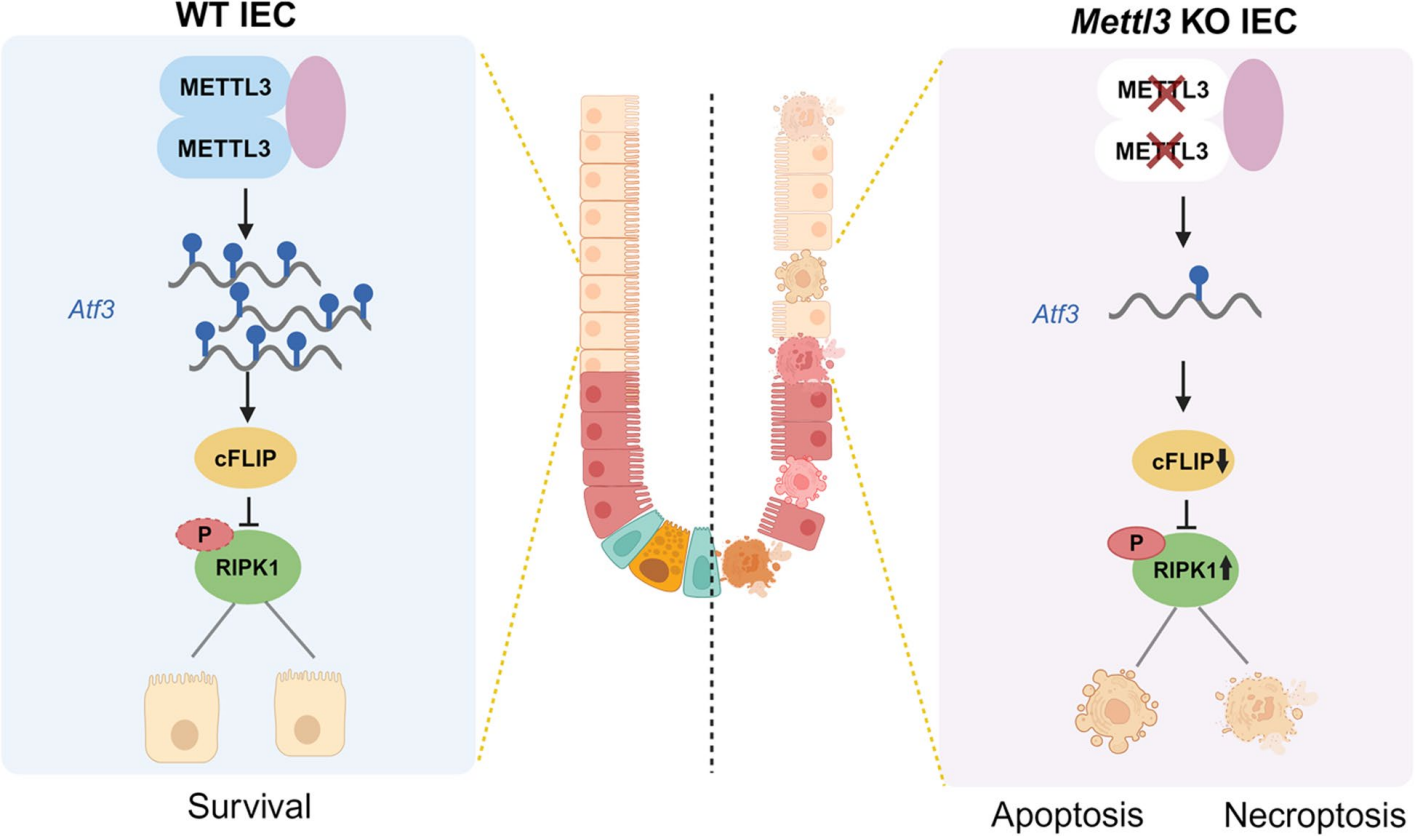
A Schematic overview depicting the role of METTL3 in regulating apoptosis and necroptosis in the intestinal epithelium. In intestinal epithelial cells, ATF3 is regulated by METTL3-mediated m^6^A modification. ATF3 binds to and regulates the expression of *Cflar*, the gene encoding the anti-cell death protein cFLIP, which inhibits RIPK1-mediated apoptosis and necroptosis. *Mettl3* deficiency leads to its low expression, high RIPK1 activity and consequently cell death

IECs have been reported to undergo different types of cell death (Patankar and Becker 2020; Subramanian et al. 2020). TAK1 and caspase 8 are identified as pivotal regulators of IEC apoptosis versus necroptosis programs downstream of TNFR1 (Fritsch et al. 2019; Geng et al. 2017; Newton et al. 2019). TAK1-activated NF-κB signaling is required for cell survival (Kajino-Sakamoto et al. 2008; Nenci et al. 2007; Pasparakis 2009; Steinbrecher et al. 2008; Sträter and Möller 2000). Their deletion triggers the apoptotic cascade through the recruitment of FADD and caspase 8 to TNF receptor complex (Patankar and Becker 2020). Ablation of FADD or caspase 8 in IECs leads to non-apoptotic cell death and spontaneous gut inflammation, which can be reversed by further knockout of RIPK3 (Günther et al. 2011; Welz et al. 2011). These results indicate that FADD or caspase 8 deficiency causes intestinal inflammation by sensitizing IECs to RIPK3-dependent necroptosis. TAK1 has also been shown to enhance FLIP degradation, facilitating the formation of the RIPK1-FADD-caspase 8 complex, leading to apoptosis (Guo et al. 2016). Moreover, an optimal level of caspase 8 activity is essential for maintaining IEC stability: high activation initiates apoptosis while low activity leads to necroptosis (Ruder et al. 2018). Besides METTL3-ATF3-cFLIP-RIPK1 axis, we also observed that *Mettl3* deletion induces an increased expression of *Ripk1* and *Casp8* (Fig S1 F, G). The upregulation of total *Casp8* and *Ripk1* expression resulting from *Mettl3* knockout may induce increased apoptosis and partially inhibit necroptosis. However, necroptosis still occurs in the intestinal epithelial cells by combining the effects of the METTL3-ATF3-cFLIP-RIPK1 axis. Moreover, METTL3 could regulate *Ripk1* gene expression through m^6^A modifications, as well as inhibit RIPK1 activation via the METTL3-ATF3-cFLIP-RIPK1 axis.

We identified two transcriptional factors regulated by METTL3-mediated m^6^A modification, *Atf3* and *c-Jun*, which belong to the members of the activator protein-1 (AP-1) family. AP-1 transcription factors regulate cell proliferation, cell survival and cell death (Shaulian and Karin 2002). ATF3 was shown to maintain intestinal barrier regeneration and IEC survival (Yang et al. 2009; Zhou et al. 2017), while it also promotes IEC apoptosis by working with p53 in Crohn’s disease (Gu et al. 2018). Here, we demonstrated that *Mettl3*-mediated m^6^A modification is essential for *Atf3* mRNA stability. We further showed that ATF3 prevents apoptosis and necroptosis by upregulating cFLIP, a suppressor of RIPK1. Therefore, ATF3 plays a crucial role in safeguarding intestinal barrier under stress. *c-Jun* knockout also enhanced cell death in intestinal organoids, supporting its role in mediating *Mettl3*-KO-induced cell death. However, *c-Jun* overexpression also triggered cell death in organoids, which is consistent with the early report (Bossy-Wetzel et al. 1997). These data emphasize the context-dependent role of *c-Jun* in cell proliferation and death (Shaulian and Karin 2001, 2002), which need further investigation.

## Materials and methods

### Mice

*Mettl3*^*fl/fl*^ mice were from Dr. Wei Li (Institute of Zoology, CAS) (Xu et al. 2017), and *Vil-CreERT2* mice were a gift from Dr. Sylvie Robine (Institut Curie-CNRS) (Ireland et al. 2004). *Ripk1*^*K45A*^ mice from Dr. Xiao-Dong Wang (National Institute of Biological Sciences) (Liu et al. 2017). Above mice were crossed to generate *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice and *Vil-CreERT2*;*Mettl3*^*fl/fl*^;*Ripk1*^*K45A*^ mice. Male mice aged 2~4 months were used in this study. All animal studies were conducted in accordance with the relevant guidelines and under the approval of the Institutional Animal Care and Use Committee of Tsinghua University.

For Cre induction in mice intestinal epithelium, *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice and *Vil-CreERT2*;*Mettl3*^*fl/fl*^;*Ripk1*^*K45A*^ mice were intraperitoneally injected at a dose of 100 mg/kg body mass tamoxifen (Sigma, T5649) in corn oil for 4 consecutive days. *Mettl3*^*fl/fl*^ mice and *Mettl3*^*fl/fl*^;*Ripk1*^*K45A*^ mice were treated with an equal amount of tamoxifen as corresponding control group.

### Isolation of intestinal crypts and organoid culture

Mouse small intestinal crypts were isolated and cultured following the established procedures (Qi et al. 2017). Briefly, the mouse intestine was longitudinally cut and washed with cold PBS. After carefully removing villi, small intestine pieces were incubated in PBS containing 2 mM EDTA for 30 min on ice. The pieces were then vigorously suspended in cold PBS, and the mixture was filtered through a 70 μm cell strainer (BD Biosciences). The crypt fraction was enriched by centrifugation. Then the crypts were embedded in Matrigel (Corning, #356,231) and seeded on 24-well plate. After polymerization, the crypts were cultured in ENR medium (Advanced DMEM/F12 containing EGF (50 ng /mL, Invitrogen), Noggin (100 ng /mL, OrganRegen) and R-spondin1 (500 ng /mL, OrganRegen), Penicillin/Streptomycin, GlutaMAX-I, N2, B27 and N-acetylcysteine (Sigma-Aldrich). For passaging, the organoids were suspended with cold PBS, centrifuged and then re-embedded in fresh Matrigel before seeding on a plate.

To induce *Mettl3* ablation in the organoids derived from *Vil-CreERT2*;*Mettl3*^*fl/fl*^ mice, 500 nM 4-Hydroxytamoxifen (4-OHT) was added to the ENR culture medium for 2 days. For spheroid colony formation, alive RFP^+^ cells (which were infected with virus) were sorted by flow cytometry, then embedded in fresh Matrigel, cultured in expansion medium (ENR culture medium plus 2.5 µΜ CHIR-99,021, 10% Wnt-3a conditional medium and 6.67 µM blebbistatin).

### Virus production and organoid infection

Retrovirus and lentivirus were used for overexpressing *Atf3*, *c-Jun* and *Cflar* in the organoids, the corresponding plasmids were pMSCV-loxp-dsRed-loxp-eGFP-Puro-WPRE (Addgene, 32,702) and pLVX-IRES-Puro (Clontech, 632,183). Mouse *Atf3*, *c-Jun* and *Cflar* cDNAs were constructed into these two vectors for further overexpression experiment.

Retrovirus, lentivirus and recombinant adeno-associated virus (AAV) were produced as previously described (Koo et al. 2011; Li et al. 2021; Liu et al. 2021). Before virus infection, organoids underwent a two-day culture with expansion medium supplemented with 10 mM nicotinamide. Subsequently, the organoids were digested to cell pellet using TrypLE (Gibco, 12,604,021). The cell pellet was re-suspended in expansion medium supplemented with 10 µg/mL polybrene (Macgene, MC032), and mixed with the virus. The cell-virus mixture (250 µL) in expansion medium plus polybrene was then added to pre-solidified Matrigel and incubated overnight at 37 °C. Next day, the medium was removed, and the virus was washed with warm PBS. Following this, a 10 µL Matrigel overlay was applied, and the organoids were cultured in expansion medium.

*Vil-CreERT2*;*Mettl3*^*fl/fl*^ organoids were prepared for retrovirus and lentivirus infection, and the culture medium was replaced with ENR supplemented with 2 µg/mL puromycin at day 2 post-infection. Once the organoids exhibited normal growth under puromycin selection, both protein expression and *Mettl3*-KO was induced using 4-OHT (0.5µM, Sigma, H7904). *Vil-CreERT2*;*Rosa26*^*loxp−stop−loxp−Cas9−EGFP*^ organoids were prepared for recombinant AAV infection and pretreated with 4-OHT to induce Cas9 expression. The sgRNA sequences are listed in Supplementary Table S1.

### Image acquisition and analysis of organoid cell death

For cell death inhibitor treatment, *Vil-CreERT2*;*Mettl3*^*fl/fl*^ organoids were treated with EtOH or 4-OHT for 2 days. In the 4-OHT treatment group, DMSO or 10 µM z-VAD (Selleck, S7023), 10 µM GSK’872 (Selleck, S8465), 10 µM Necrostatin-1 (Selleck, S8037), 5 µM Disulfiram (MCE, HYB0240), 10 µM Ac-FLTD-CMK (MCE, HY-111,675), were added to the culture medium. At day 4 post-treatment, 1 µg/mL propidium iodide (PI) dye was added and incubated for 30 min. Subsequently, on the 4, 5, 6 days post-treatment, fluorescent microscopy was employed to observe the PI staining within the organoids.

### Tyramide signal amplification (TSA)-mediated immunofluorescence and H&E staining

A fluorescence kit based on TSA technology was employed following the manufacturer’s instruction (Recordbio Biological Technology, RC0086-23R). Intestinal tissues were fixed in 10% formalin at room temperature for 2 h, dehydrated in 20% sucrose solution overnight, and subsequently embedded for cryo-sections. For antigen retrieval, sections underwent boiling at 100 °C for 10 min in a pH 6.0 citric acid buffer solution within a microwave-enabled retrieval chamber. To inhibit endogenous peroxidase activity, sections were treated with a 3% hydrogen peroxide solution at room temperature for 15 min. 3% bovine serum albumin was applied to block non-specific signals for 30 min at room temperature. The sections were then incubated overnight at 4 °C with the primary antibody. Next day, the sections were incubated with horseradish peroxidase-conjugated secondary antibody (anti-mouse or anti-rabbit) for 50 min at room temperature. Following the incubation, fluorescence labeling was achieved by treating the sections with TYR520 fluorescent dye for 10~15 min. For cleaved-caspase 3 (1:300, CST, 9664S) and p-MLKL (1:1600, Abcam, ab196436) co-staining, repeat previous steps from the antigen retrieval, and switch to TYR570 fluorescent dye for p-MLKL. After incubation for fluorescent dye, DAPI was staining for another 15 min.

For hematoxylin-eosin staining, the intestinal tissues were fixed in 4% paraformaldehyde at room temperature overnight, then sequentially in 70%, 80%, 90%, 95%, and 100% ethanol, followed by further dehydration in xylene. The sample was placed in paraffin, immersed for 2 h, and subsequently embedded to create paraffin-sections. Paraffin-sections were automatically stained using a stainer integrated workstation (Leica ST5020-CV5030), the time of hematoxylin staining was 30s.

### Transmission electron microscopy (TEM)

The mice intestine was longitudinally opened and cut into approximately 5 mm pieces, followed by fixation in 2.5% glutaraldehyde in PBS immediately. After embedding in Epon Araldite, ultrathin sections were sliced along the crypt-villus axis and analyzed using a Hitachi HT-7800 TEM.

### Flow cytometry

Organoids infected with retrovirus were incubated in TrypLE (Gibco, 12,604,021) for 20 min at 37 ^o^C to obtain single-cell suspension. The dissociated cells were subsequently filtered through a 40 μm cell strainer (BD), staining with 4’,6-Diamidino-2-Phenylindole (DAPI, Invitrogen, D1306). Infected cells (DAPI^−^RFP^+^) were sorted using flow cytometry (MoFlo Astrios EQ, Beckman).

### Quantitative real-time PCR (qRT–PCR)

Total RNA was extracted from tissues or organoids using the RaPure Total RNA Kit (Magen, R4011), and cDNA was synthesized using cDNA Synthesis SuperMix (Novoprotein, E047-01A). qRT–PCR was conducted in triplicates on a LightCycler 480 (Roche) using NovoStart^®^SYBR qPCR SuperMix Plus (Novoprotein, E096-01A) with *Gapdh* as the reference gene. Data were analyzed according to the 2^−ΔΔCT^ method. Primer sequences are listed in Table S2.

### Immunoblotting

Protein lysates were prepared from intestinal epithelial crypts or organoids. Cells were lysed in RIPA buffer (Beyotime, P0013B) with protease inhibitors (Roche, 04693132001), PMSF (Beyotime, ST506) and phosphatase inhibitor (Solarbio, P1260). 40 µg of total protein was separated with 10% SDS-PAGE gel under denaturing conditions and were transferred to nitrocellulose membranes (PALL, 66,485). Following blocking, the membranes were incubated with primary antibodies and subsequently with secondary anti-rabbit or anti-mouse conjugated antibodies. Relative protein intensities were calculated by Image Lab software (Version 6.1), the relative level of total proteins was normalized to GAPDH and the relative level of phosphorylated proteins was normalized to the corresponding total protein.

The following primary antibodies were used: rabbit anti-METTL3 (1:1000, Abcam, ab195352), ATF3 (Abcam, ab207434), c-JUN (Abcam, ab32137), MLKL (1:1000, Abcam, ab172868), p-MLKL (1:1000, Abcam, ab196436), caspase-3 (1:1000, 350,192, Zenbio), cleaved caspase-3 (1:1000, CST, 9664S), cFLIP (1:1000, CST, 56,343S), p-RIPK3 (1:500, CST, 93,654), RIPK3 (1:1000, abcam, ab62344), p-RIPK1 (1:500, CST, 65,746), RIPK1 (1:1000, Bioss, bs-5805R), mouse anti-Tubulin (1:1000, MBL, PM054-7) and GAPDH (1:1000, MBL, M171-7).

### Immunoprecipitation

Co-immunoprecipitation conducted using Dynabeads Protein A/G immunoprecipitation Kit (10007D, Invitrogen) following the manufacturer’s instruction. For each sample, 10 µL Dynabeads Protein A and 10 µL Dynabeads Protein G were transferred to a low-binding tube, placed on a magnet, and the supernatant was removed. The beads were then resuspended in 200 µL Binding & Washing Buffer containing 1 µg of anti-rabbit-IgG (CST, 7074) or rabbit anti-cFLIP (CST, 56,343S) per sample, followed by a 4-hr incubation with rotation at 4 °C. The Dynabeads-antibody complex was separated with a magnet and washed using 200 µL Ab Binding & Washing Buffer. Lentivirus-infected organoids, either control or overexpressing *Cflip*, were lysed in 300 µL ice-cold IP lysis buffer (10 mM Tris-HCl, pH 7.5, 100 mM NaCl, 0.5% NP-40, 1 mM EDTA, 1mM PMSF, 50 mM NaF, 2 mM Na_3_VO_4_, protease inhibitor cocktails (04693132001, Roche)) for 1 h. After centrifugation at 13,000 rpm for 10 min. 30 µL soluble supernatants were harvested as input after preclearing, and the remaining soluble supernatants were immunoprecipitated with corresponding antibody binding Dynabeads with rotation overnight at 4 ℃. The immunoprecipitants were washed three times with PBS. The Dynabeads-antibody-antigen complex was gently resuspended in 30 µL loading buffer and analyzed by western blot.

### RNA-seq

Total RNA was extracted with RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instruction. Bulk RNA-seq was performed using the Illumina Hiseq X Ten platform and analyzed as previously described (Liu et al. 2023).

### CUT&Tag ChIP-seq

Alive lentivirus-infected organoids overexpressing *Atf3* were sorted and collected into 500 uL PBS, cells conducted ChIP-seq following the NovoNGS CUT&Tag 3.0 High-Sensitivity Kit (Novoprotein, H259-YH01) and the lysates were incubated with anti-ATF3 antibody (1:100, Abcam, ab207434) at 4 ℃ overnight. DNA extracted using Tagment DNA Extract Beads was used as a templet, and amplification was performed with 2X KAPA HIFI HotStart polymerase (KAPA, KK2601). The library was purified with 1.4X AMPure beads and sequenced with the Illumina Novaseq 6000.

### ChIP-seq analysis

HISAT2 was used to align the sequences to the mouse genome and generate bam files. PCR duplicates were removed using Picard tools, and Deeptools (3.3.1) bamCoverage (CPM normalized and extended reads) was applied to generate bigwig files from bam files. MACS2 (v2.2.5) conducted peak calling and generated bed files from aligned reads. HOMER (v4.10.0) annotatePeaks.pl was used for peak annotation. Visualization of the binding peaks from bigwig files was performed using IGV (2.6.2). The motif of ATF3 was identified using findMotifsGenome.pl from HOMER.

### Gene ontology (GO) analysis

Genes meeting the criteria of *P* < 0.05 and |log_2_FC|≥1 were selected for Gene ontology (GO) analysis. The analysis was conducted using the web tool DAVID (http://david.adcc.ncifcrf.gov/), and GO terms with *P* < 0.05 were considered statistically significant. Venn diagrams were created using online venn diagram (https://bioinformatics.psb.ugent.be/webtools/Venn//).

### Methylated RNA immunoprecipitation (MeRIP)-seq, ATAC-seq and Single cell RNA sequencing (scRNA-seq) analysis

A dataset (GSE186917) of control and *Mettl3*-KO was employed in our research (Liu et al. 2023). We conducted visualizations of m^6^A level and the expression profile of *Casp8*, *Ripk1*, *Atf3*, *c-Jun*, *Csrnp1 and Fosb* using the original processing results obtained from MeRIP-seq and scRNA-seq data of control and *Mettl3*-KO mice (GSE186917). Additionally, the binding peak of *Cflip* was visualized based on the ATAC-seq data.

### Statistics

All experiments were independently repeated with at least three biological replicates. Statistical analysis was performed with Graphpad Prism (version 10). Data shown in graphs represent mean ± SD as indicated in the figure legends. Unpaired two-tailed t-test, one-way ANOVA, and two-way ANOVA analysis was used to compare differences as indicated in the figure legends.

### Supplementary Information

Additional file 1: Supplemental Information. Fig. S1. Ablation of *Mettl3* induces cell death in the intestinal epithelium. Fig. S2. Inhibition of RIPK1 activity mitigates cell death in *Mettl3*-KO organoids. Fig. S3. Identification of transcriptional factors that regulate cell death in the intestinal epithelium. Fig. S4. Identification of ATF3 target genes that regulate cell death in *Mettl3*-KO organoids. Fig. S5. RIPK1 inactivation alleviates cell death in *Mettl3*-KO organoids and mice.

Additional file 2: Supplementary Table 1: sgRNA sequences.

Additional file 3: Supplementary Table 2: qPCR primer sequences.

## Data Availability

The RNA-seq and ChIP-seq data generated in this study are publicly available through the Gene Expression Omnibus with the accession code GSE262282 (cut tag ChIP-seq and RNA-seq). The scRNA-seq data, m^6^A-seq data and bulk RNA-seq data (GSE186917) was used to analyze the expression pattern of *Atf3*, *c-Jun*, *Csrnp1 and Fosb*, and m^6^A modification and expression level of *Casp8* and *Ripk1* (Liu et al. 2023). All codes that the main steps of the analysis and data are available from the corresponding author under request.

## Abbreviations

IECs: Intestinal epithelial cells
ISCs: Intestinal stem cells
IBD: Inflammatory bowel diseases
RIPK: Receptor-interacting protein kinase
MLKL: Mixed-lineage kinase domain-like protein
m^6^A: N6-adenomethylation
METTL3: Methyltransferase-like 3
METTL14: Methyltransferase-like 14
FTO: Fat mass and obesity-associated protein
ALKBH5: AlkB homolog 5
GO: Gene ontology
TA: Transient amplifying
Nec-1: Necrostatin-1
z-VAD: z-VAD-FMK
scRNA-seq: Single-cell RNA sequencing
cFLIP: Cellular FLICE-like inhibitory protein
ATAC-seq: Assay for transposase-accessible chromatin with sequencing
AP-1: Activator protein-1
4-OHT: 4-hydroxytamoxifen
AAV: Adeno-associated virus
TSA: Tyramide signal amplification
TEM: Transmission electron microscopy
DAPI: 4’,6-Diamidino-2-Phenylindole
MeRIP-seq: Methylated RNA immunoprecipitation sequencing

# Supplementary material for: METTL3 restricts RIPK1-dependent cell death via the ATF3-cFLIP axis in the intestinal epithelium
**Source:** Cell Regen. 2024 Aug 2;13:14. doi: 10.1186/s13619-024-00197-8
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Information. Fig. S1. Ablation of Mettl3 induces cell death in the intestinal epithelium. Fig. S2. Inhibition of RIPK1 activity mitigates cell death in Mettl3-KO organoids. Fig. S3. Identification of transcriptional factors that regulate cell death in the intestinal epithelium. Fig. S4. Identification of ATF3 target genes that regulate cell death in Mettl3-KO organoids. Fig. S5. RIPK1 inactivation alleviates cell death in Mettl3-KO organoids and mice.

**Supplemental Information**

**METTL3** **restricts RIPK1-dependent cell death via the ATF3-cFLIP axis in the intestinal epithelium**

Meimei Huang^1,3*^, Xiaodan Wang^1,*^, Mengxian Zhang^1,^, Yuan Liu^1,#^, Ye-Guang Chen^1,2,3,#^

**Figures S1-5.**

**Tables S1-2.**

**Fig. S1**

**
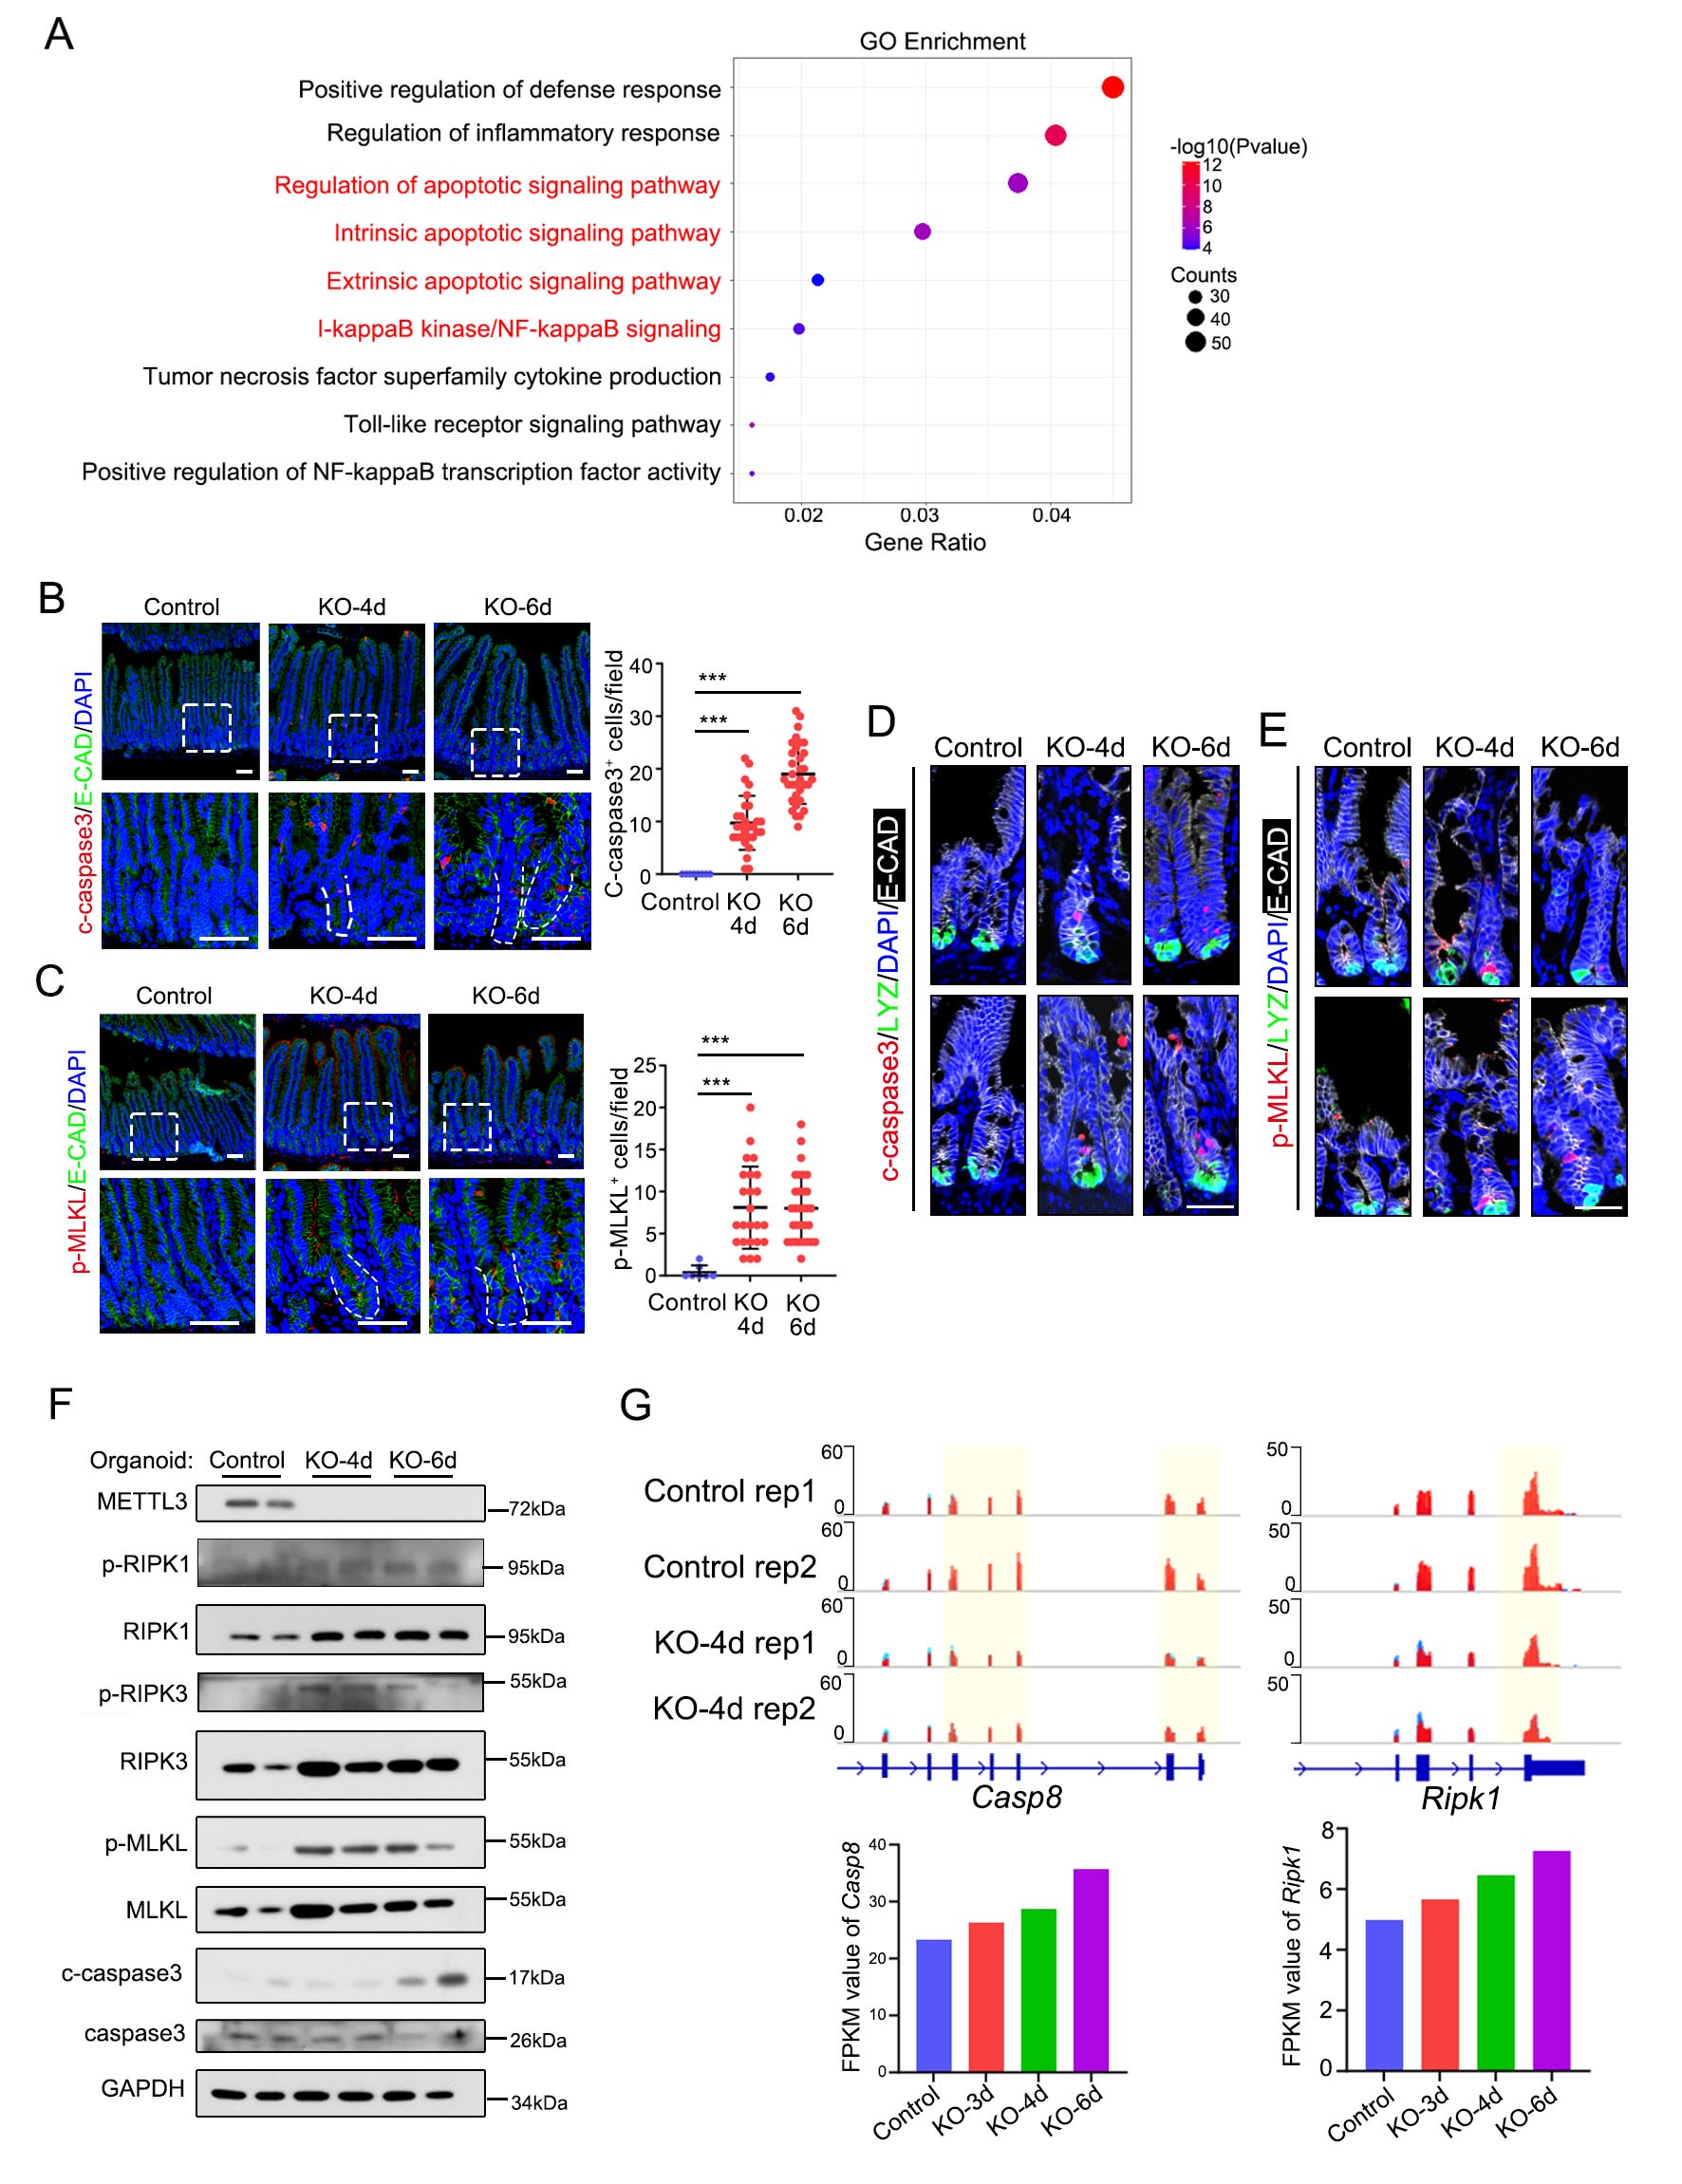
**

**Fig. S1** **Ablation of *Mettl3* induces cell death in the intestinal epithelium. (A)** Functional enrichment analysis of upregulated genes in ISCs of *Mettl3*-KO (*Vil-CreERT2;Mettl3^fl/fl^*) mice at 6 days after tamoxifen injection. **(B, C)** Representative images (left) and quantification (right) of c-caspase 3^+^ cells (B) and p-MLKL^+^ cells (C) in jejunum epithelium of control and *Mettl3*-KO mice at the indicated time after tamoxifen injection. n=3 mice/group. **(D, E)** Representative images of immunofluorescence co-staining of Paneth cell markers LYZ with c-caspase 3^+^ cells (D) and p-MLKL^+^ cells (E) in jejunum epithelium of control and Mettl3-KO mice at the indicated time after tamoxifen injection. n=3 mice/group. **(F)** Immunoblotting analysis of cell death-associated protein expression in organoids derived from *Vil-CreERT2*;*Mettl3^fl/fl^* mice at the indicated time after EtOH or 4-OHT treatment. GAPDH, loading control. **(G)** Integrative Genomics Viewer (IGV) tracks displaying MeRIP-seq reads along the *Casp8* genes and *Ripk1* gene in Lgr5^high^ ISCs of control and *Mettl3*-KO mice (Upper panel). Blue reads were from input libraries and red reads from anti-m^6^A immunoprecipitation libraries. The Y axis represents the CPM (count per million) of genes. The yellow boxes of the tracks depict the positions of m^6^A peaks. FPKM value of the *Casp8* gene and *Ripk1* gene in Lgr5^+^ intestinal stem cells of control and *Mettl3*-KO mice at day 3, 4, 6 post tamoxifen injection, based on bulk RNA-seq (Bottom panel). All the data represent mean±SD. The data were analyzed by One-way ANOVA (B, C). *P<0.05, **P<0.01 and ***P<0.001. Scale bars: 50 μm (B, C, D, E). Nuclei were counter-stained with DAPI.

**Fig. S2**

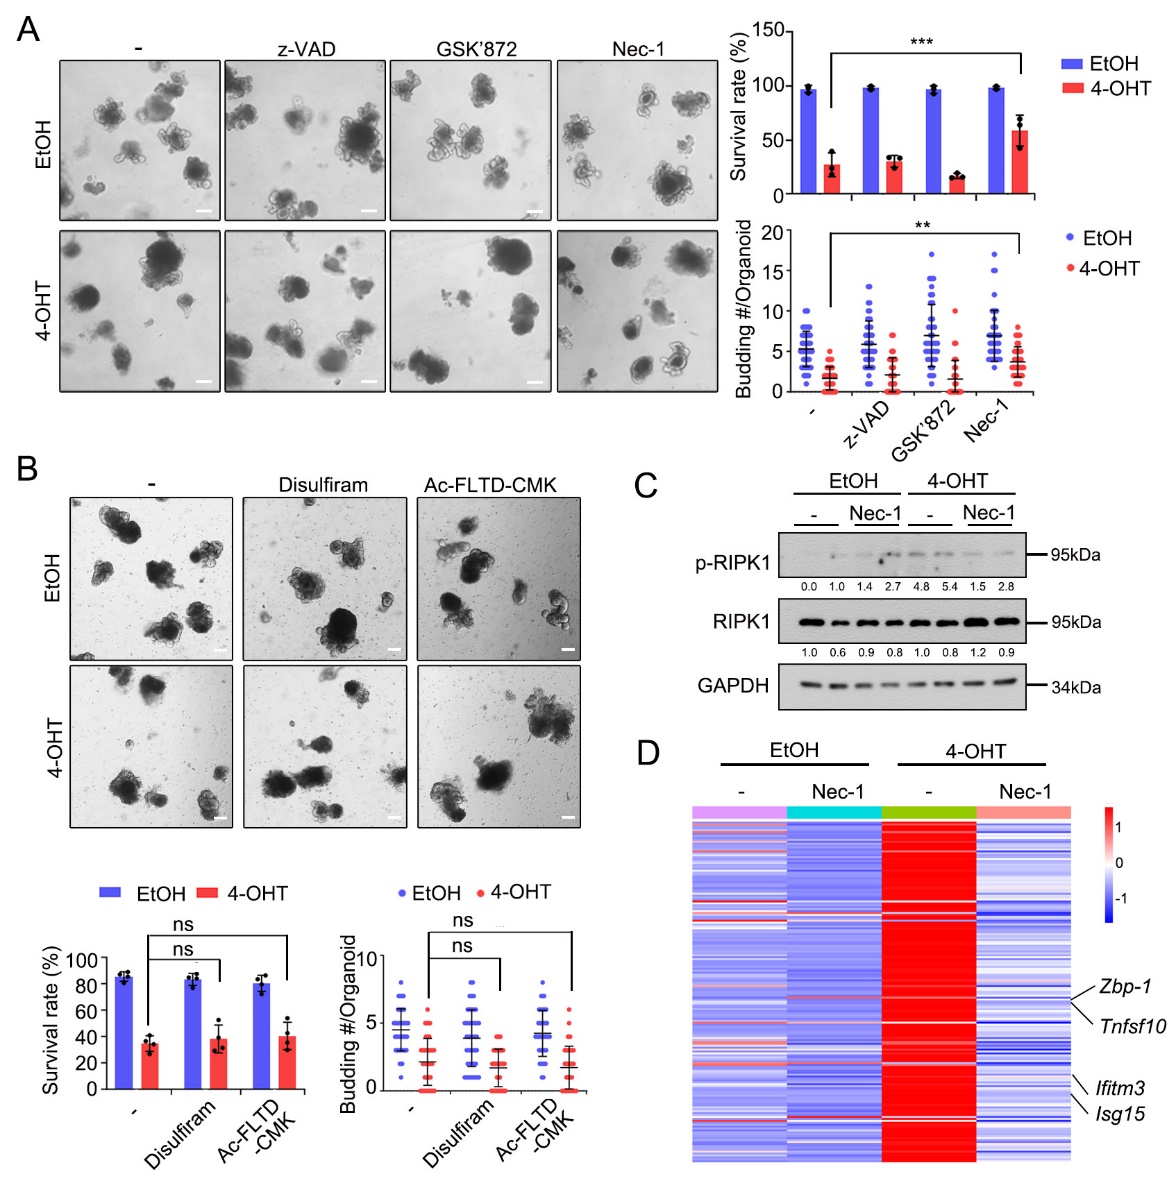

**Fig. S2 Inhibition of RIPK1 activity mitigates cell death in *Mettl3*-KO organoids. (A)** Representative morphology (left), survival rate and budding number (right) of intestinal organoids derived from *Vil-CreERT2;Mettl3^fl/fl^* mice and treated with EtOH or 4-OHT for 2 days in the presence of DMSO, Nec-1 (5μM), GSK'872 (10μM) or z-VAD (10μM) for 5 days. Data were from one of three independent experiments. **(B)** Representative morphology (upper), survival rate and budding number (bottom) of intestinal organoids derived from *Vil-CreERT2;Mettl3^fl/fl^* mice and treated with EtOH or 4-OHT for 2 days in the presence of DMSO, Disulfiram (5μM), Ac-FLTD-CMK (10μM) for 5 days. Data were from one of three independent experiments. **(C)** Immunoblotting and quantitative analyses of p-RIPK1 and RIPK1 in *Vil-CreERT2*;*Mettl3^fl/fl^* derived organoids treated with EtOH or 4-OHT for 2 days in the presence of DMSO or Nec-1 for 5 days. GAPDH, loading control. Each group contains two different samples, and each lane represents one sample. **(D)** Expression heatmap of downregulated genes (Nec-1/DMSO in 4-OHT group) in organoids derived from *Vil-CreERT2;Mettl3^fl/fl^* and treated with EtOH or 4-OHT for 2 days in the presence of DMSO or Nec-1 for 5 days. All the data represent mean±SD. The data were analyzed by Two-way ANOVA (A, B). *P<0.05, **P<0.01 and ***P<0.001. Scale bars: 100 μm (A, B).

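For the heatmap of Fig. S2D, the 10 largest falls between the libraries labelled 4-OHT DMSO and the library labelled 4-OHT Nec-1 were those of *Gm28048*, *Ifitm3*, *Slfn4*, *Isg15*, *Tff1*, *Ifi27l2a*, *Ifit3*, *Trim30a*, *Oas2* and *Ifit3b*. Their log2 fold changes ran from -4.89 to -3.07. *Gm28048* is uncertain, since it was at 11.3 FPKM in one EtOH DMSO library and near 0 in the other. The value of *Tff1* rests on 1 library, with 80.6 FPKM in the second library labelled 4-OHT DMSO, 6.85 in the first and 1.12 with Nec-1. *Ifit3* and *Ifit3b*, *Slfn4*, *Trim30a* and *Oas2* have close paralogs whose fragments the authors' quantification could have shared. The 5 largest rises were those of *mt-Ts2*, *Cyp1a1*, *Gm10095*, *Ugt1a9* and *Pet117*, from 7.18 to 4.00. Of these, *Cyp1a1* went from 0.322 and 0.103 to 170 FPKM. *mt-Ts2*, a short mitochondrial tRNA gene, varied between 0.323 and 232 FPKM within EtOH DMSO, and *Ugt1a9* shares exons with its neighbours.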

**Fig. S3**

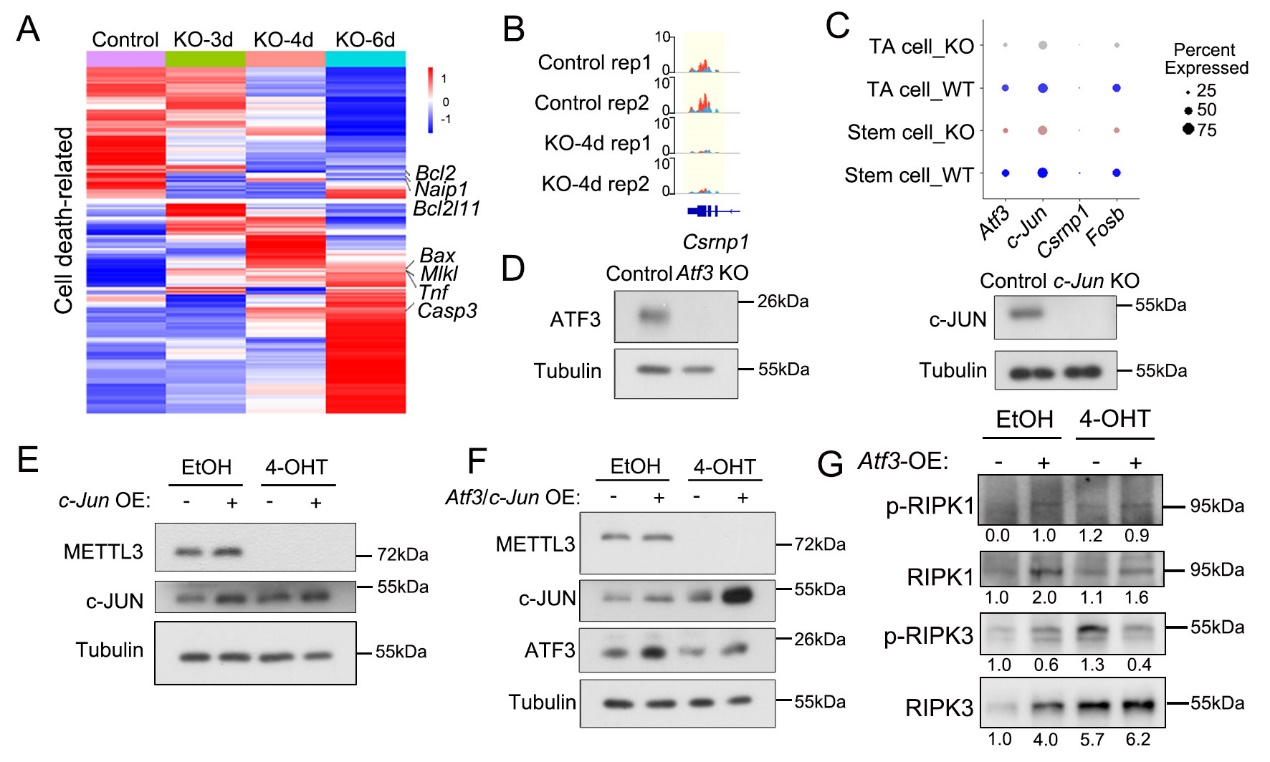

**Fig. S3 Identification of transcriptional factors that regulate cell death in the intestinal epithelium.** **(A)** Expression heatmap of altered cell death-associated genes in sorted ISCs from control and *Mettl3*-KO mice at the indicated time. **(B)** Integrative Genomics Viewer (IGV) tracks displaying MeRIP-seq reads along the TF *Csrnp1* in Lgr5^high^ ISCs of control and *Mettl3*-KO mice. Blue reads are from input libraries and red reads from anti-m^6^A immunoprecipitation libraries. The Y axis represents the CPM (count per million) of genes. The yellow boxes of the tracks depict the positions of m^6^A peaks. **(C)** scRNA-seq analysis showing the expression of *Atf3*, *c-Jun*, *Csrnp1*, and *Fosb* in stem cells and TA cells in control and *Mettl3*-KO mice. **(D)** Immunoblotting analysis of ATF3 and c-JUN protein in organoids derived from *Vil-CreERT2;Rosa26^loxp-stop-loxp-Cas9-EGFP^* mice, which were infected with recombinant AAV to knock out *Atf3, c-Jun*. Tubulin, loading control. Data were from one of three independent experiments. **(E, F)** Immunoblotting analysis of of ATF3 and c-JUN protein in organoids derived from *Vil-CreERT2*;*Mettl3^fl/fl^* mice and infected with *c-Jun-*expressing retrovirus (E) or *Atf3/c-Jun*-expressing retrovirus (F) at day 3 after EtOH or 4-OHT treatment for 2 days. Tubulin, loading control. **(G)** Immunoblotting and quantitative analyses of the activity of RIPK1 and RIPK3 in *Vil-CreERT2*;*Mettl3^fl/fl^* derived organoids. The organoids were treated with EtOH and 4-OHT for 2 days and infected with control or *Atf3*-expressed lentivirus. GAPDH, loading control. Data were from one of three independent experiments.

**Fig. S4**

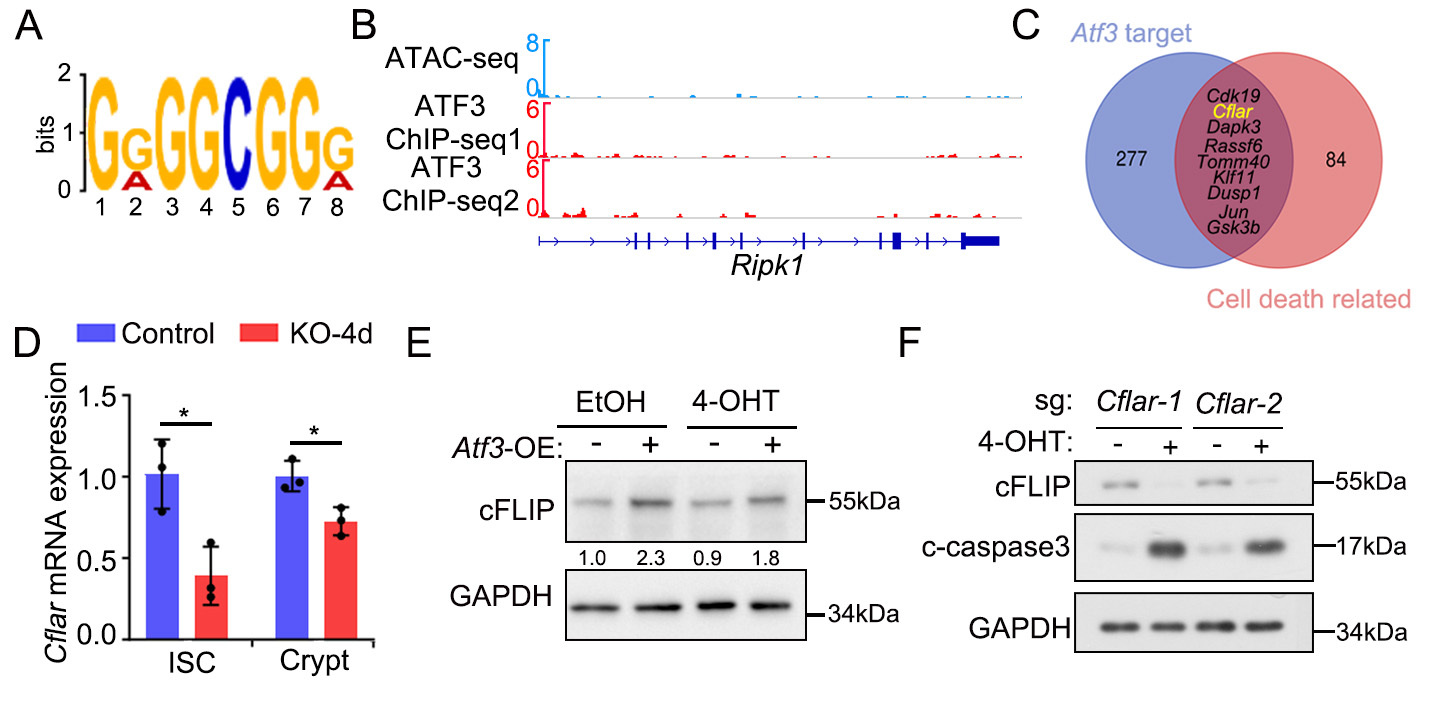

**Fig. S4 Identification of ATF3 target genes that regulate cell death in *Mettl3*-KO organoids.** **(A)** HOMER motif of ATF3 ChIP-seq. **(B)** ChIP-seq and ATAC-seq tracks of ATF3 binding to *Ripk1* gene loci. **(C)** Venn diagram depicting the overlap of *Atf3* target genes and differential expressed cell death-related genes in *Mettl3*-KO mice. **(D)** Expression of *Cflar* gene in FACS-sorted Lgr5^high^ ISCs and crypt cells from control and *Mettl3*-Lgr5-KO mice at 4 dpt by q-PCR. n=3 mice per group, each dot represents one mouse. **(E)** Immunoblotting and quantitative analyses of cFLIP in *Vil-CreERT2*;*Mettl3^fl/fl^* derived organoids. The organoids were treated with EtOH and 4-OHT for 2 days and infected with control or *Atf3*-expressed lentivirus. GAPDH, loading control. **(F)** Immunoblotting analysis of cFLIP protein in organoids derived from *Vil-CreERT2*;*Mettl3^fl/fl^* mice and infected with *Cflar-*expressing retrovirus at day 3 after EtOH or 4-OHT treatment for 2 days. GAPDH, loading control. Data were from one of three independent experiments.

**Fig. S5**

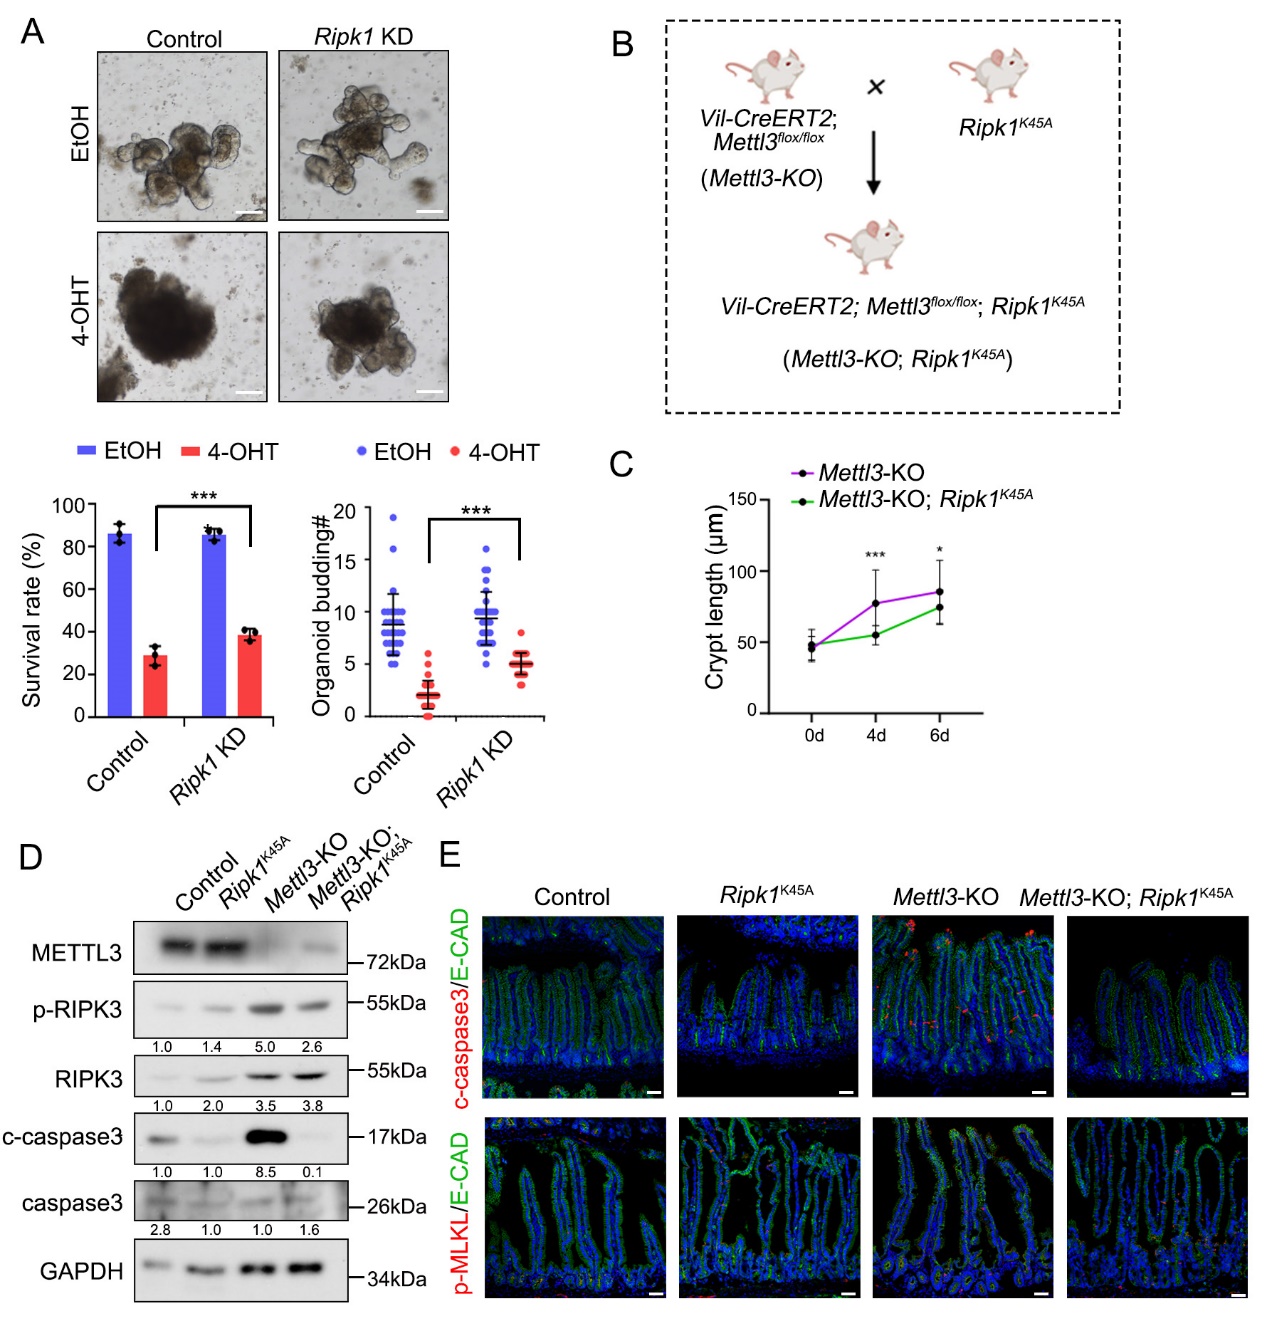

**Fig. S5 RIPK1 inactivation alleviates cell death in *Mettl3*-KO organoids and mice. (A)** Representative morphology (left), survival rate and budding number (right) of organoids derived from *Vil-CreERT2*;*Mettl3^fl/fl^* mice at 6 days after EtOH or 4-OHT treatment for 2 days and infected with lentivirus to knock down *Ripk1*. Data were from one of three independent experiments. **(B)** Schematic diagram of generating *Mettl3*-KO;*Ripk1^K45A^* (*Vil-CreERT2*;*Mettl3^fl/fl^*; *Ripk1^K45A^*) mice. **(C)** Quantitative analyses of crypt length in *Mettl3*-KO (*Vil-CreERT2*;*Mettl3^fl/fl^*) and *Mettl3*-KO;*Ripk1^K45A^* (*Vil-CreERT2*;*Mettl3^fl/fl^*;*Ripk1^K45A^*) mice at indicated times after injected with 20 mg/mL TAM. (n=3 mice/group). **(D)** Immunoblotting and quantitative analyses of cell death-associated protein expression in crypt epithelium of control, *Ripk1^K45A^*, *Mettl3*-KO and *Mettl3*-KO;*Ripk1^K45A^* mice at 4 dpt. GAPDH, loading control. Data were from one of three independent experiments. **(E)** Representative images of c-caspase 3^+^ cells and p-MLKL^+^ cells in jejunum epithelium of control, *Ripk1^K45A^*, *Mettl3*-KO and *Mettl3*-KO;*Ripk1^K45A^* mice at 4 dpt. n=3 mice/group. All the data represent mean±SD. The data were analyzed by Two-way ANOVA (A). *P<0.05, **P<0.01 and ***P<0.001. Scale bars: 100 μm (A), 50 μm (E). Nuclei were counter-stained with DAPI.

Table S1: sgRNA sequences.

Table S2: qPCR primer sequences.

How the deposited data were processed for this re-analysis (not part of the article)

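Bulk RNA-seq of organoids from *Vil-CreERT2*;*Mettl3* fl/fl mice was used, with 7 libraries in 4 groups: EtOH DMSO, EtOH Nec-1 and 4-OHT DMSO with 2 libraries each and 4-OHT Nec-1 with 1. The authors sequenced on the Illumina HiSeq X platform, refer to an earlier study for the analysis and deposited FPKM, 1 value per Ensembl mouse gene and library. The aligner, the annotation and the genome build are not named in the paper's text, and no coordinate was used. One table held 3 libraries, and its 2 further columns repeated the values of the other 2 tables to within rounding. No column was left unmapped (0). Of 54838 gene identifiers, 54723 matched a symbol, 102 repeated the symbol of another identifier, and 26643 were listed at 0 in every library. The CUT&Tag samples of the study (2) were not analysed here.

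The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and with limma 3.58.1 in R 4.3.3. The analysis had been planned with a test on counts for files of counts, and with limma for normalized values. Because the deposited values are FPKM, limma with a mean-variance trend was used on log2(FPKM + 1), over the 12702 genes with at least 1 FPKM in at least 2 libraries. All 7 libraries were fitted with 1 mean per group, which left 3 residual degrees of freedom. 4-OHT DMSO was compared with EtOH DMSO, and EtOH Nec-1 with EtOH DMSO, with Benjamini-Hochberg adjustment and a threshold of 0.05. FPKM summed to 450207 to 498712 per library. The 10 most abundant genes took 19.9% to 23.7% of each sum. Fragment counts are not known. The spacing of the lowest FPKM gave depths of 0.853 to 1.03 times that of the first EtOH DMSO library.

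The 4-OHT Nec-1 library was compared with the 4-OHT DMSO libraries without a test, over the 12036 genes with a mean of at least 1 FPKM in these 3 libraries. A gene was counted when it lay at least 1 log2 unit below, or above, each DMSO library. Chance counts, and the chance share of changes between 4-OHT DMSO and EtOH DMSO that go back with Nec-1, came from 100 simulated sets of libraries in which Nec-1 does nothing. Their noise was independent between genes, with the same spread in every group and no shift of whole libraries. The 32 gene lists were the panels and marked genes of the paper's figures, markers of cell types and responses written down in advance (interferon, NF-κB and TNF, p53 targets, stem, enterocyte, Paneth, goblet, enteroendocrine, proliferation, AhR targets, stress response, immediate early, immune, fibroblast and sex-linked genes) and 10 Reactome sets, matched by symbol through the GRCm38.p6 RefSeq table. For 30 lists with at least 3 members, camera of limma with a preset correlation of 0.01 was used beside fry. In the 4-OHT Nec-1 comparison each list's median was placed among 10000 random lists matched on mean expression in 20 bins.

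The genes named are *Mettl3*, the genes the paper names for this experiment and in its cell death panels, and the largest changes. These are the 10 largest falls and 5 largest rises with Nec-1 in 4-OHT organoids past the fold threshold. For each limma comparison they are the 5 largest rises and 5 largest falls with an adjusted p under 0.05 that went the same way in every pairing of libraries. Members of the lists that moved most are also named. One item is not reported here.

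On simulated log2 values for 12702 genes, with 200 genes changed in each of 20 draws, limma found 84.8% of changes of 1 log2 unit and 97.0% of changes of 2, with 6.56% of calls false and 0 of the wrong sign. Camera called 20 of 20 shifted lists of 30 genes and 1 of 20 unshifted ones. Changes and lists were placed in genes with a mean log2 value of at least 2, with independent noise of the fitted spread. These draws therefore did not try weakly expressed genes or lists of correlated genes. The percentile among random lists was tested on 12036 genes, where 20 of 20 shifted lists of 20 genes fell below percentile 2.5 and 1 of 20 unshifted lists lay outside the central 95%.

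Before the data were examined, these alternatives were set: limma without the trend, median centring, upper quartile scaling, no filter on low values, 1 FPKM in every library, pseudocounts of 0.1 and 0.25, mean FPKM minimums of 5 and 0.1, the paper's criterion, an added fold threshold, only the 4 libraries of a comparison, the replicate number as a block, fry, and each library left out in turn. Median centring and upper quartile scaling of the comparison with 4-OHT Nec-1, and of list medians, were chosen after the data were seen, as was the removal of interferon genes from 3 Reactome sets. FPKM are already scaled to library size, so scaling by library size alone and size factors from counts were not run. Names are taken from the labels of the libraries, and no library was left out.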

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

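The tests on *Mid1ip1* and *Gm10095*, and the comparison of cell type lists, were chosen after the results were seen, and the AhR test before. The paper shows EtOH organoids with Nec-1 beside the other groups in Fig. S2D and reports no result for that comparison. There, 28 of 12702 genes had a limma adjusted p (Benjamini-Hochberg) under 0.05 between EtOH Nec-1 and EtOH DMSO, 22 higher and 6 lower. The count was 79 with only the 4 libraries of the comparison, 75 without either 4-OHT DMSO library and 8 with no filter on low values, and 28 of the 79 genes were the same genes. *Cyp1a1*, a gene outside those the paper discusses, rose by 5.80 on the log2 scale (standard error 0.11, limma adjusted p = 9.25e-05), from 0.0180 and 0.0610 FPKM to 57.4 and 56.0, in every pairing of libraries. *Cyp3a25*, *Pet117*, *Cyp2c55* and *Cyp3a11* were the next largest rises, from 3.58 to 3.01. The largest falls were those of *Gm10095*, *Gm2274*, *Apoa4*, *Apoc3* and *0610030E20Rik*, from -5.96 to -1.32.

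One tested explanation is that Nec-1, an indole derivative, raises AhR target genes independently of Mettl3. All 8 genes of the AhR list were higher in both EtOH Nec-1 libraries than in both EtOH DMSO libraries, where chance gives 16.7% of genes. The 4 members tested had a median of 0.80 (camera of limma, adjusted p = 4.57e-08). Among them *Cyp1a1* alone passed the threshold, while *Tiparp*, *Ugt1a6a* and *Nqo1* had log2 fold changes of 0.12, 0.77 and 0.84 (limma adjusted p = 0.638, 0.404 and 0.0603). The list was the 1 that passed in EtOH organoids under fry as well. The values are consistent with an effect of Nec-1 on this pathway that does not need 4-OHT. A shift of whole libraries is argued against, since the list median was 0.90 with median centring. Whether the other rises share that origin was not tested. Of 44 genes at least 1 log2 unit above each DMSO library in EtOH organoids, 25 also were in the library labelled 4-OHT Nec-1, where 0.337 would be expected if the groups were independent. *Apoa4* was the 1 gene lower by that much in both.

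Paneth cell genes were higher in the libraries labelled 4-OHT DMSO than in EtOH DMSO, a comparison the paper does not report for these organoids. The median log2 fold change was 1.67 over 11 genes, all of them past the threshold (camera of limma, adjusted p = 1.39e-06), and it was 1.51 with median centring. The direction rests on labels that *Mettl3* itself does not bear out. Enterocyte genes were lower by a median of -0.45. A smaller share of enterocytes alone would raise the markers of every other cell type alike. Goblet and enteroendocrine genes rose by 1.00 and 0.90, while stem cell genes had a median of -0.21. Across pairings of libraries the stem median ran from -0.45 to 0.085 and the Paneth median from 1.49 to 1.85. The stem list cannot decide this, since the paper reports that deletion of *Mettl3* itself compromises stemness. The goblet median ran from 0.82 to 1.11, below the Paneth range. This argues against a smaller share of enterocytes as the whole cause, but not as a part of it. A change in secretory cells or in their transcripts, with 4-OHT or with a loss of *Mettl3*, may also remain as an explanation and was not tested.

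*Mid1ip1* and *Gm10095* moved by at least 1 log2 unit with Nec-1 in opposite directions in EtOH organoids and organoids labelled 4-OHT, and the difference between the groups was not tested. *Mid1ip1* rose from 27.1 and 31.4 to 90.5 and 91.2 FPKM in EtOH organoids, by 1.61 on the log2 scale. In organoids labelled 4-OHT it went from 122 and 134 to 43.9 FPKM, a change of -1.52. With median centring the changes were 1.71 and -1.41, which argues against a difference in scale between whole libraries. Independent groups would give 0.502 genes of this kind, so 1 such gene is within chance. *Gm10095*, a pseudogene in the RefSeq table, was at 64.4 and 60.1 FPKM in EtOH DMSO, near 0 in EtOH Nec-1 and listed at 0 in 4-OHT DMSO, and at 35.1 with Nec-1 there, a change of 5.17. All-or-none assignment of fragments that also match another locus could give such values. Of 27 genes that went from at most 0.05 to at least 10 FPKM between libraries, 29.6% did so between replicates of 1 group. Both replicates of each group had the same state of *Gm10095*, so this explanation and a response of the gene cannot be told apart. No biological explanation was tested for either gene.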

How the results depend on the processing

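Between 4-OHT DMSO and EtOH DMSO, 5237 genes became 1364 with the paper's criterion and 1319 with an added fold threshold, both of which ask for more by construction. The other alternatives gave 3953 to 5400, but median centring and upper quartile scaling turned the split from 3117 higher and 2120 lower to 2213 and 3187, and to 2224 and 2995. They kept 82.7% and 82.9% of the calls with the same sign. Leaving out a library outside the comparison gave 3953 to 5232 genes. With a library of the comparison left out, 1 library remains in its group, and no test was run in these settings. There, 1518 to 1779 genes passed a log2 fold change of 1 (1478 with all).

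With Nec-1 in EtOH organoids, 28 genes became 43 with upper quartile scaling, 8 with no filter (28195 genes tested), 79 with only the 4 libraries of the comparison and 90 with the paper's criterion. Leaving out a library outside the comparison gave 28 to 75. With a library of the comparison left out, 178 to 191 genes passed a log2 fold change of 1, compared with 127. The cause was not tested.

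In organoids labelled 4-OHT, 146 lower genes with Nec-1 became 314 when counted from the mean of the DMSO libraries, 97 at a mean of 5 FPKM, and 232 with a pseudocount of 0.25. The 92 higher genes became 158 from the mean. Leaving out a DMSO library gave 241 to 526 lower and 180 to 246 higher genes, and the pair of replicate 1 alone gave 241 and 180. These settings ask for less by construction, except the stricter mean. With median centring and upper quartile scaling, chosen after the data were seen, 116 and 113 genes were lower and 120 and 115 higher, so the excess of lower genes depends on the scaling.

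Between 4-OHT DMSO and EtOH DMSO, 16 of 30 lists passed with camera and 28 with fry. With Nec-1 in EtOH organoids 6 passed with camera and 1 with fry, the AhR list. In the 4-OHT Nec-1 comparison, 11 lists lay outside the central 95% of random lists, and 11 to 13 under the alternatives. The share of genes higher in 4-OHT DMSO than in EtOH DMSO that lay below both 4-OHT DMSO libraries with Nec-1, 81.5%, was 76.0% with median centring, chosen after the data were seen. With the second 4-OHT DMSO library compared with EtOH DMSO and the first with Nec-1 it was 75.9%, and 82.9% the other way round. These shares ask for less, since a gene only has to lie below 1 DMSO library, as 63.2% and 63.0% of all 12036 genes did, and the simulated shares do not apply to them. Named genes kept their side of the threshold with limma without the trend. With 2 libraries per group, leaving 1 out cannot move a gene by more than their spread, so it is no check of single genes. *Tff1* with Nec-1 in organoids labelled 4-OHT, at -3.58, was -1.89 and -5.27 against each DMSO library, and *Csrnp1*, at -0.23, was 0.084 and -0.54. Of 543 list medians under an alternative, 189 moved by more than the spread between libraries, 66 of them with median centring and 65 with upper quartile scaling.

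The replicate number as a block gave 4697 genes between 4-OHT DMSO and EtOH DMSO and 19 for Nec-1 in EtOH organoids, and the same 16 and 6 counts of lists. Deviations of replicates from their group means correlated by -0.040, 0.0065 and -0.012 between groups over 12702 genes, so the samples share only a number. For Nec-1 in 4-OHT organoids the groups share 1 replicate number, so there is 1 pair and the spread between pairs is unknown.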

Differences from the paper's values

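The paper states no value from this RNA-seq experiment in its text, so no pair of values was compared. The methods describe 4-OHT as the means of ablating *Mettl3* in these organoids. The FPKM of the whole gene was higher in the libraries labelled 4-OHT DMSO (3.72 and 4.14) than in EtOH DMSO (2.70 and 2.71), a log2 fold change of 0.41, and none of the alternatives that were run made it negative. The methods also state a larger number of replicates than the labels of these libraries give, which are 2 per group and 1 for 4-OHT Nec-1. Fig. 2D names TNF production among the terms of the genes lower with Nec-1. *Tnf* itself changed by -0.87, and the Reactome set TNF signaling by a median of -0.096 at percentile 52.2 of random lists. Neither passed 1 log2 unit. Both are other measures than the enrichment of a term among the lower genes, and the Reactome set is another gene set. They therefore neither bear out nor contradict the term in Fig. 2D.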

Other observations

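Among the tests of explanations in this part, those of sequencing depth, of the other lower genes and of a few abundant genes were chosen before the result was seen. The other tests of explanations were chosen after it. *Mettl3* was not lower in the libraries labelled 4-OHT, which could mean that the EtOH and 4-OHT labels are exchanged. The interferon genes that Fig. S2D draws high in 4-OHT organoids had a median log2 fold change of 2.63 in the libraries labelled 4-OHT DMSO. Since the figure shows these same libraries, an exchange made before it was drawn would give the same value. Exchanged and correct labels therefore cannot be told apart by it. Directions in other samples of the paper do not settle the question either. The genes of Fig. 1D and Fig. 1E, which the paper reports as higher after deletion, had medians of 0.87 and 0.73 in 4-OHT DMSO. *Atf3*, *Jun* and *Cflar*, which it reports as lower, were also higher in the libraries labelled 4-OHT DMSO. That the value of the whole gene also covers exons outside the deleted part stays open, since a rise of 0.41 over the whole gene does not tell exons apart.

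*Atf3*, *Jun* and *Cflar* were higher in the libraries labelled 4-OHT DMSO than in EtOH DMSO, whereas the paper reports lower mRNA for them in sorted stem cells or crypts, which are other samples. The log2 fold changes were 0.76, 1.34 and 0.44 (limma adjusted p with Benjamini-Hochberg adjustment 0.00466, 0.000782 and 0.0278). With median centring they were 0.60, 1.19 and 0.29, and *Cflar* no longer passed the threshold (limma adjusted p = 0.0617). The difference between organoids and sorted cells was not tested. The list of the axis genes had a median of 0.44 between 4-OHT DMSO and EtOH DMSO (camera of limma, adjusted p = 0.0208), which was 0.70 without the first 4-OHT DMSO library. With Nec-1 in organoids labelled 4-OHT the median of the axis list was -0.19, and -0.11 without the second. The list joins genes the paper reports as lower after deletion with *Ripk1* and *Casp8*, which it reports as higher. Its median and the camera test therefore do not test the axis the paper proposes.

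The largest rises between the libraries labelled 4-OHT DMSO and EtOH DMSO were those of *Isg15*, *Ifi27l2a*, *Slfn2*, *Slfn4* and *Ifit3*, from 7.75 to 5.03. The largest falls were those of *Gm10095*, *Ugt1a9*, *Ces1d*, *Fbp1* and *Akr1c14*, from -5.98 to -3.56, all by limma with adjusted p between 4.46e-05 and 0.000788. Immune cells in the 4-OHT DMSO libraries could bring interferon genes. *Ptprc*, *Laptm5*, *Tyrobp* and *Fcer1g* reached at most 0.160 FPKM there, which argues against this. Of the 61 interferon genes, 33 were at 1 FPKM or more in EtOH DMSO. The immune list had a median of 0.079 over 3 members, which was -0.078 with median centring and ran from -0.12 to 0.28 with a library left out. Among its members *Cd74*, named after its values were seen, rose by 2.28, unlike the median (limma adjusted p = 0.000376), from at most 1.31 to at least 9.60 FPKM. The source of *Cd74* stays open. Among the 10 fibroblast genes the highest value in any library was 1.08 FPKM. The 4 Y-linked genes reached at most 0.0122 FPKM, while *Xist* was at 35.7 to 63.6. The methods state that the mice of the study were male, which these values do not bear out for the organoids. The source of this difference was not tested.

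A few abundant genes that take a larger share of the FPKM could shift all others. The calls between 4-OHT DMSO and EtOH DMSO argue against this as the whole cause, since 82.7% of them were kept with the same sign after median centring, although the rest depended on it.

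The fall of interferon genes with Nec-1 in organoids labelled 4-OHT could come from a general effect of Nec-1 on these genes or from shallow sequencing. The 33 interferon genes at 1 FPKM or more in EtOH DMSO had a median of -0.081 with Nec-1 in EtOH organoids, near that of all genes (-0.094), with 25 of them lower, and of -1.45 in organoids labelled 4-OHT. The 26 interferon genes at 20 FPKM or more in 4-OHT DMSO fell by a median of -2.02, all of them below each DMSO library. Both values argue against these explanations as the whole cause. A lower response to dying cells, or a direct effect of Nec-1 that needs an active interferon response, was not tested, and 4-OHT Nec-1 has 1 library. *Irf7* was still at 8.74 FPKM with Nec-1, compared with 1.85 and 1.86 in EtOH DMSO.

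Of the 105 lower genes outside the interferon list, 69 were at 1 FPKM or more in EtOH DMSO. These had a median of -0.27 with Nec-1 in EtOH organoids, below all 10000 matched random lists, whose middle was -0.10. This is consistent with a part of the fall that Nec-1 also brings in EtOH organoids, although their median in organoids labelled 4-OHT was -1.42 and 4 passed 1 log2 unit in EtOH organoids. Proliferation genes moved by -0.42 in EtOH organoids (camera of limma, adjusted p = 0.000226, but 0.0818 with fry) and by -0.43 in organoids labelled 4-OHT (percentile 0.02). With camera the stem, Paneth, goblet and enteroendocrine lists also passed in EtOH organoids, with medians of -0.32, 0.18, 0.073 and 0.19, and none of these passed with fry. Without the second EtOH DMSO library the Paneth and goblet medians were 0.079 and 0.17, and without the second EtOH Nec-1 library the enteroendocrine median was 0.072.

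The remaining lists with Nec-1 in organoids labelled 4-OHT were as follows. Paneth genes had a median of -0.50 (percentile 0.03), enterocyte genes of 0.21 (percentile 99.8, and 0.13 without the first 4-OHT DMSO library) and AhR targets of 1.50 (percentile 100). Goblet genes were at -0.28 (percentile 3.95), and at -0.11 without the second 4-OHT DMSO library. Immediate early genes were at -0.25 (percentile 3.26). Stem cell genes were at -0.19, p53 targets at -0.14, stress response genes at -0.031, enteroendocrine genes at -0.076 and the immune list at -0.059, all inside the central 95%. Without the first 4-OHT DMSO library the stem median was -0.0098 (percentile 81.1) and the immune median 0.092, and without the second the enteroendocrine median was 0.033 and the immune median -0.21. Centring the libraries on their medians turned the enteroendocrine, stress response and immune medians positive. Among the Reactome sets, interferon signaling (-0.21), interferon gamma signaling (-0.24), interferon alpha beta signaling (-0.13) and the ISG15 antiviral mechanism (-0.15) fell less than the interferon list, and the last pair lay inside the central 95%. Without the first 4-OHT DMSO library the interferon gamma set was at -0.38.

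Between the libraries labelled 4-OHT DMSO and EtOH DMSO, immediate early genes rose by a median of 0.73, and p53 targets, proliferation genes, stress response genes and AhR targets had medians of 0.17, -0.14, -0.35 and -0.27 that did not pass the threshold with camera. The stem median, -0.21, was -0.45 without the first library labelled 4-OHT DMSO and 0.018 without the second. In the same settings the proliferation median was -0.31 and -0.042 and the AhR median -0.056 and -0.55, and without the first EtOH DMSO library the p53 median was 0.023. The Reactome sets for TNF signaling, TRAF6 mediated NF-κB activation, Death Receptor Signalling and RIPK1-mediated regulated necrosis rose by 0.54, 0.58, 0.43 and 0.42, of which only the TRAF6 set passed the threshold with camera, and the 4 interferon sets rose by 0.37 to 0.76.

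*Tff1*, *Tff2*, *Gkn1* and *Gkn2*, genes of the gastric epithelium, were high in 1 library labelled 4-OHT DMSO, the second, at 80.6, 12.6, 10.0 and 20.2 FPKM. In the first they were at 6.85, 0.0924, 0.252 and 0.0666. A candidate source is gastric epithelial cells in that library. Of 12 other gastric genes above 0, 50.0% were highest in that library. This share does not decide, since a difference between 4-OHT DMSO and the other groups raises it too. *Anxa10* was high in both 4-OHT DMSO libraries, at 50.7 and 57.1, as were *Cldn18*, at 1.83 and 3.00, and *Ctse*, at 1.30 and 1.81. *Muc5ac* reached 0.0642 FPKM. With 1 library the explanation and a change of state in the organoids cannot be told apart.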
